# Multimodal spatiotemporal transcriptomic resolution of embryonic palate osteogenesis

**DOI:** 10.1038/s41467-023-41349-9

**Published:** 2023-09-14

**Authors:** Jeremie Oliver Piña, Resmi Raju, Daniela M. Roth, Emma Wentworth Winchester, Parna Chattaraj, Fahad Kidwai, Fabio R. Faucz, James Iben, Apratim Mitra, Kiersten Campbell, Gus Fridell, Caroline Esnault, Justin L. Cotney, Ryan K. Dale, Rena N. D’Souza

**Keywords:** Bone development, Differentiation, Embryology

## Abstract

The terminal differentiation of osteoblasts and subsequent formation of bone marks an important phase in palate development that leads to the separation of the oral and nasal cavities. While the morphogenetic events preceding palatal osteogenesis are well explored, major gaps remain in our understanding of the molecular mechanisms driving the formation of this bony union of the fusing palate. Through bulk, single-nucleus, and spatially resolved RNA-sequencing analyses of the developing secondary palate, we identify a shift in transcriptional programming between embryonic days 14.5 and 15.5 pinpointing the onset of osteogenesis. We define spatially restricted expression patterns of key osteogenic marker genes that are differentially expressed between these developmental timepoints. Finally, we identify genes in the palate highly expressed by palate nasal epithelial cells, also enriched within palatal osteogenic mesenchymal cells. This investigation provides a relevant framework to advance palate-specific diagnostic and therapeutic biomarker discovery.

## Abstract (web summary)

Multimodal spatiotemporal transcriptomic resolution of palatal osteogenesis identifies previously unreported enriched genes in developing palate, paving the way toward viable diagnostic and therapeutic targets for cleft palate disorders.

## Introduction

The dynamic morphogenetic processes required for complete development of the palate are often disrupted by genetic and/or environmental insults^1–4^. Palatal clefts (a sub-set of orofacial cleft anomalies) together with cleft lip are among the most common birth anomalies in humans, occurring in approximately 1 in 700 live births^5,6^. Such birth anomalies pose significant physical, mental, psychosocial, and financial burden on patients and their caregivers throughout life, often requiring multiple stages of complex surgeries with varying rates of success^7,8^. The pathophysiology of palatal clefts is complex and is proposed to involve disturbances in cell proliferation^9^, migration^10^, epithelial-to-mesenchymal transformation (EMT)^11^, cell–cell adhesion^12^, or terminal osteogenic differentiation^13^, which ultimately lead to the failure of palatal shelf fusion^6^. It is known that osteogenesis is a key stage of palatal shelf medial-growth and secondary palate fusion, the failure of which means a viable bony bridge separating oral and nasal cavities fails to form, known as a submucosal cleft palate^14^. While palatogenesis has been studied and characterized morphologically, the molecular mechanisms driving final palatal fusion and osteogenesis remain elusive^15,16^. If properly explored, such information could be applied to the development of pre-clinical models to trial therapeutics that may benefit individuals with submucosal cleft palate^17^ who currently face complex surgeries and life-long care^7^.

Therefore, we identified the marker genes which are likely driving secondary palate fusion. Specifically, we observed the morphogenetic gradients of expression of key osteogenic cues orchestrating the patterning of the secondary palate through time and space. Our studies sought to contextualize gene expression patterns via multimodal data to assess palatal osteogenic patterning and differentiation, offering a first-of-its-kind spatiotemporal resolution of transcriptomic profiles of the developing secondary palate.

## Results

### A stage-specific palate transcriptomic shift identified

First, we profiled whole-transcriptome gene expression signatures across several stages of palatogenesis (E13.5, E14.5, E15.5, E16.5, and P0) (Fig. 1a). Transcriptomic signatures were broadly grouped into pre-fusion (E13.5–E14.5) and post-fusion (E15.5–P0) categories, as we defined the fusion event as the onset of midline epithelial seam dissolution (between E14.5 and E15.5^15^; Fig. 1b). Our data suggest that a transcriptomic shift exists at palatal fusion. Through differential comparisons of adjacent stages of development (E13.5 vs. E14.5; E14.5 vs. E15.5; E15.5 vs. E16.5; E16.5 vs. P0), we determined that the stage of palatal fusion (E14.5 vs. E15.5) demonstrates the greatest overall shift in gene expression based on *Z*-score (gene abundance) profiling and differential expression (Supplementary Fig. 1).

**Fig. 1:**
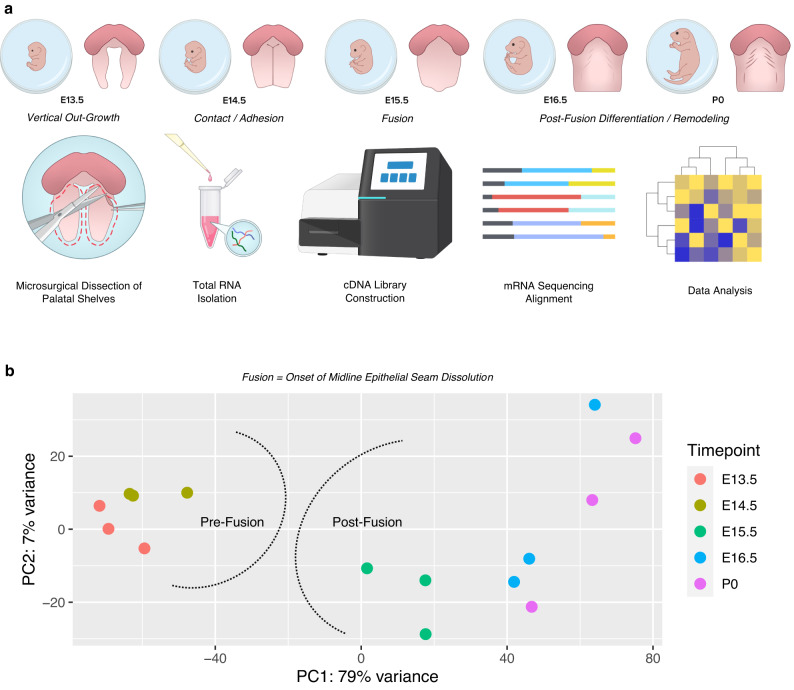
Global transcriptomic profiling of the embryonic secondary palate reveals unique signatures pre- and post-fusion. **a** Total RNA was isolated from microdissected palatal shelves from embryonic stages E13.5, E14.5, E15.5, E16.5, and P0 (*n* = 3 pooled biological replicates and *n* = 3 technical replicates per developmental stage), then run through bulk RNA-sequencing. **b** Principal component analysis (PCA) of all replicates demonstrating global associations in earlier development (pre-fusion) vs. later development (post-fusion) of the secondary palate.

### Palatal osteogenesis begins with fusion

Through differential expression analysis of the palatal fusion timepoints, we noted the onset of osteogenic programming at E15.5, supported by numerous significantly enriched genes that are known to either drive or mark osteoblast commitment and differentiation (*Bglap/2/3*^18^*, Mmp13*^19^*, Dmp1*^20^, Spp*1*^21^*, Ibsp*^22^*, Bmp8a*^23^*, and Alpl*^24^) as well as those that mark the formation of critical structural components of bone (*Col1a1*^25^*, Col1a2*^26^*, Sparc*^27^). We also observed down-regulated expression of negative regulators of Msx1 activity (*Msx3*^28^), Wnt signaling (*Skor1*^29^), neural crest migration (*Gbx2*^30^), and skeletal matrix differentiation (*Hoxc5*^31^) at the same stage (Fig. 2a). This onset of osteogenic programming was corroborated by gene ontology enrichment analysis on differentially expressed genes enriched at the E15.5 stage of palatal fusion, highlighting genes and pathways associated with osteoblast differentiation and function, as well as the emergence of genes associated with primary cilia function (Supplementary Fig. 2). Notably, gene markers indicative of osteoblast commitment and differentiation universally increased in expression *only* from E14.5–E15.5, but not across other timepoints. Also, expression profiles of key up-stream regulatory transcription factors known to orchestrate palatogenesis, including *Twist1*, *Twist2*, *Barx1*, *Msx1*, *Tbx22*, *Meox2*, and *Pax9* (Fig. 2b) further support the osteogenic switch in transcriptomic signature occurring at this stage. These global transcriptomic signatures indicating this shift in osteogenic programming from E14.5 to E15.5 led us to focus on these two stages of development.

**Fig. 2:**
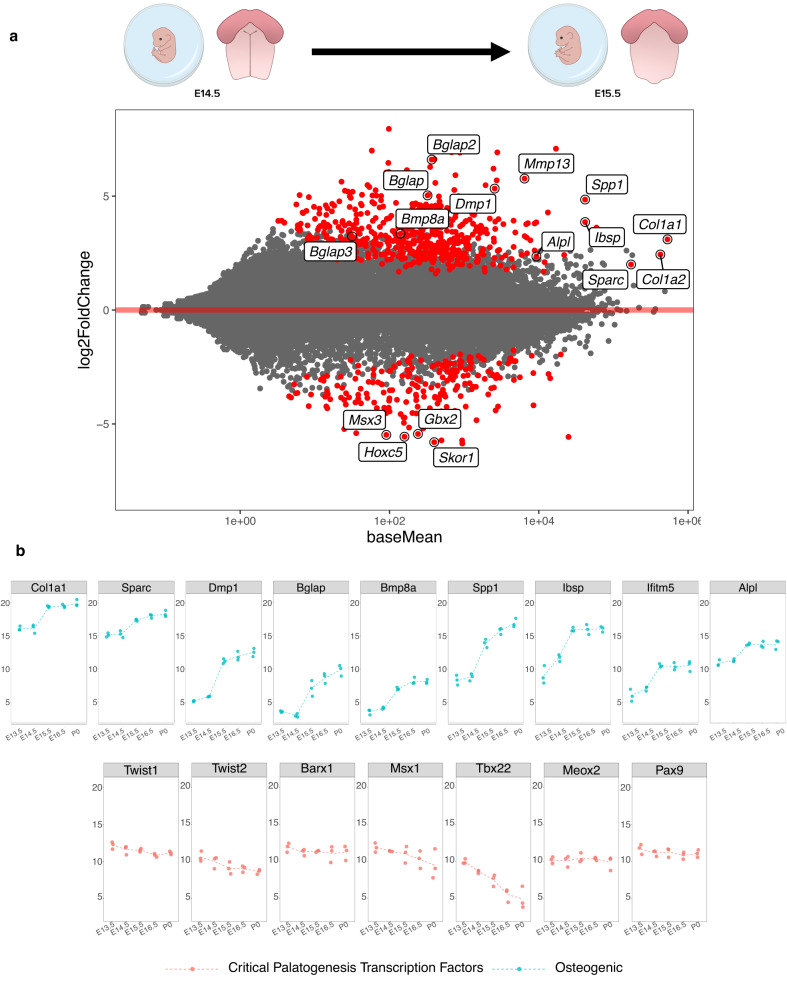
Differential shift toward osteoblast commitment defines the transition from E14.5 to E15.5 in palate development. **a** M–A plot highlights statistically significant (red) differentially expressed genes identified in transcriptomic comparison of E14.5 to E15.5 in development. Genes related to osteoblast lineage commitment and differentiation (up-regulated: *Bglap/2/3, Col1a1, Col1a2, Dmp1*, Spp*1, Alpl, Sparc, Mmp13, Bmp8a;* down-regulated*: Msx3, Gbx2, Hoxc5, Skor1*) were only shown to be differentially expressed at this transitory stage of palatal fusion. **b** Plotting individual genes across all time points studied demonstrated the noted shift in relative osteogenic gene abundance from E14.5 to E15.5, while the same shift was not seen across known critical transcription factors involved in palatogenesis, such as Twist1/2, Barx1, Msx1, Tbx22, Meox1, and Pax9. All bulk RNA-seq analyses derived from *n* = 3 biological and *n* = 3 technical replicates per developmental stage.

### snRNA-seq validates osteogenic gene expression at E15

To further dissect and validate the transcriptomic shift identified in our bulk RNA-seq dataset, we investigated cell type-specific gene expression and binding motif enrichment via integrated single-nucleus gene (snRNA)- and transposase-accessible chromatin (snATAC)-sequencing of microdissected secondary palate tissues from E13.5 and E15.5 mouse embryos. Initial clustering of this dataset revealed ten distinct cell states (Supplementary Fig. 3). Gene ontology enrichment analysis of marker genes from these populations determined the presence of six general cell types: epithelium, mesenchyme, muscle cells, neural cells, endothelium, and blood cells. Further isolated analysis of the mesenchyme identified eight subtypes of this population. Canonical marker genes separate these cells into four broad categories: osteogenic cells, chondrogenic cells, generalized mesenchyme, and *Pax9+* mesenchyme (Supplementary Fig. 4). Interrogation of canonical osteogenic marker genes supported our initial annotation of osteogenic cells present at the E15.5 timepoint, which were absent at the E13.5 timepoint (Fig. 3). This biased presence of osteogenic marker expression to this later timepoint supports our finding of the osteogenic transcriptional programming enrichment by the E15.5 stage.

**Fig. 3:**
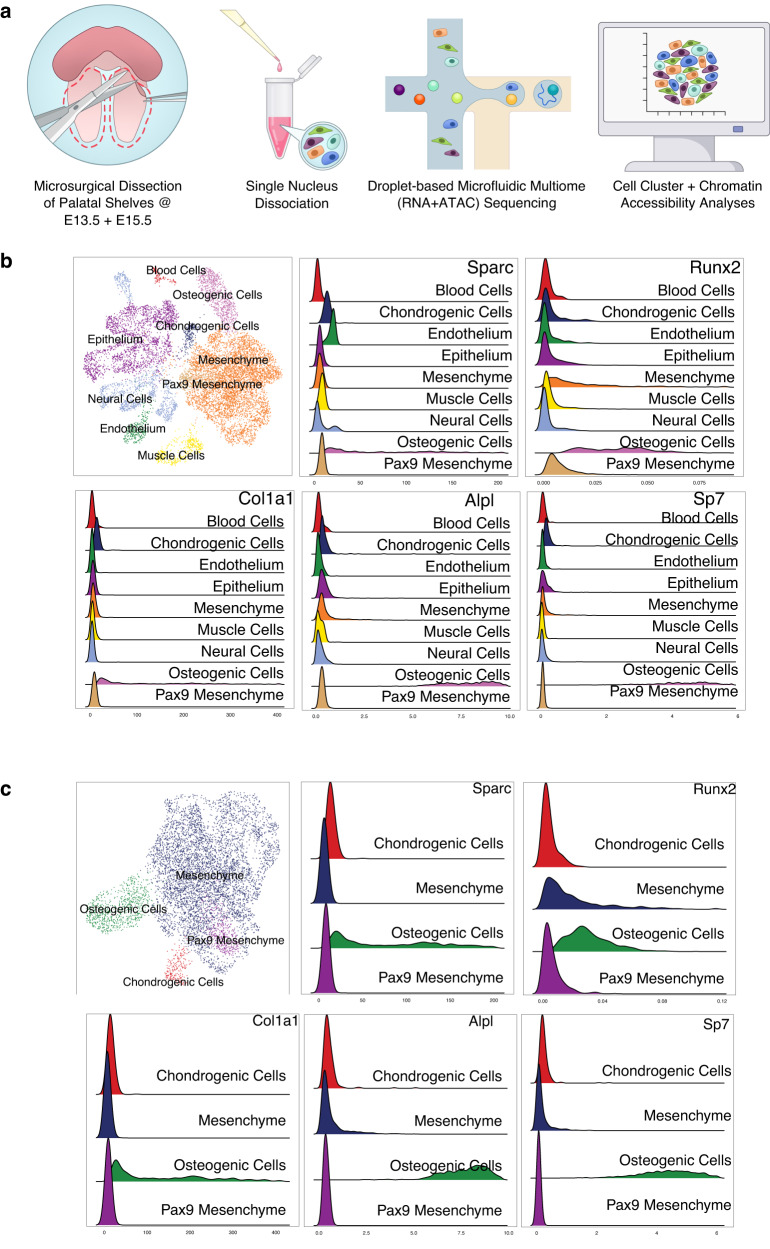
Single-nucleus RNA-seq validation of osteogenic transcriptional programming at E15.5. **a** Microsurgical dissection of age-matched littermates’ (pooled *n* = 3 biological triplicates) secondary palatal shelves in E13.5 and E15.5 mouse embryos was performed to isolate single nuclei suspensions for droplet-based Multiome RNA + ATAC-sequencing (10× Genomics). **b** Validation of bone marker expression profiles specifically within E15.5 secondary palate samples. **c** Further sub-clustering of mesenchyme-specific cell populations.

### In vivo validation and spatial mapping of osteoblast markers

With these findings, we looked to confirm our hypothesis that osteogenesis in the palate occurs between E14.5 and E15.5 while retaining structural and morphological context. We employed multiplexed in situ mRNA hybridization (RNAscope) of select marker genes (*Runx2*, *Col1a1*, *Sparc*, *Sost*). Importantly, we sought to co-localize across space and time marker gene transcripts indicative of (1) regulatory activation of osteogenic differentiation (*Runx2*, *Sost*) and (2) structural components of newly forming bone tissue (*Col1a1*, *Sparc*) in situ, noting the spatiotemporal interplay between these stages of osteogenic programming. *Runx2* is known as a reliable marker for pre-osteoblasts^32^, *Sparc* for functional/mature osteoblasts (required for successful osteoblast mineralization of osteoid)^33,34^, *Col1a1* for functional/active osteoblasts^35,36^ (while not exclusive to osteoblasts, it is closely associated in its genetic interaction to *Runx2* and *Sparc* per String DB [Supplementary Fig. 5]), and *Sost* for Wnt-regulatory osteocyte specificity^37,38^. This allowed for in vivo resolution of osteogenic cell relationships identified from transcriptomic data as regulatory mechanisms of osteogenic induction in turn fuel the transcriptional programming for structural components of bone morphogenesis (Fig. 4a). Comparative mid-palatal formalin fixed paraffin embedded (FFPE) coronal sections from E14.5 and E15.5 embryonic stages were selected based on craniofacial complex anatomical landmarks (bulbous nasal septum, tongue attachment). We observed spatiotemporal expression patterns corroborating the sequencing studies, with notable increase in expression density in palatal shelf ossification centers by E15.5. The expression of the pre-osteoblast marker, *Runx2*, as well as *Sparc*, was localized throughout the developing palatal mesenchyme, with noted diffuse signal in central ossification centers (white arrows in Fig. 4b). In contrast, the highly specific osteocyte marker, *Sost*, localized with much lower signal density at E14.5—in line with our bulk RNA-seq findings—followed by a notable increase by E15.5 following palatal fusion (Fig. 4b).

**Fig. 4:**
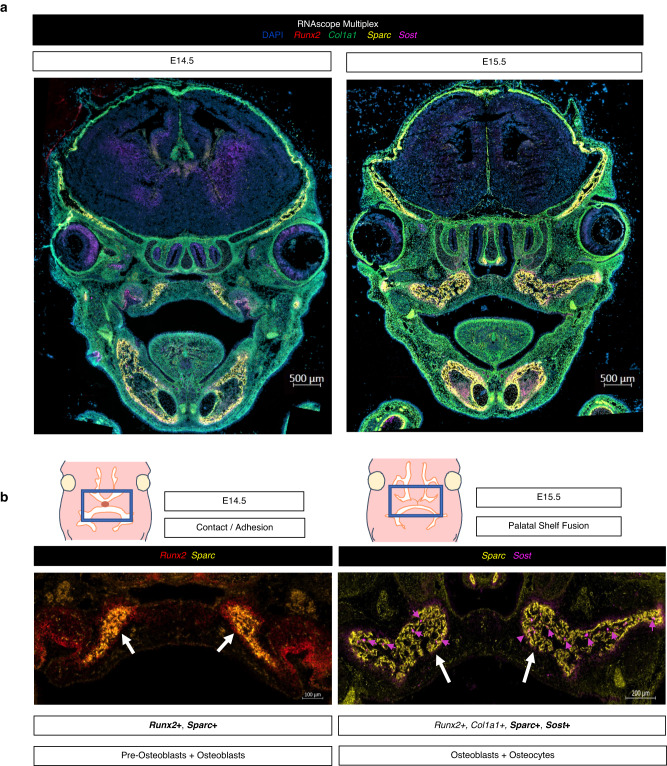
RNAscope Multiplex for in vivo validation of spatiotemporal osteoblast marker mRNA expression in secondary palate tissues. **a** Select osteogenic marker genes hybridized to track lineage-specific spatial patterns of differentiation: *Runx2* (pre-osteoblast), *Col1a1* (early functional osteoblast), *Sparc* (mature functional osteoblast), and *Sost* (osteocyte), in mid-palatal coronal sections via RNAscope Multiplex (*All in vivo validation experiments performed in biological and technical triplicate). **b** Proposed spatiotemporal osteogenic cell lineage activation sequence in developing secondary palate mesenchyme. *White arrows denote central ossification centers; Purple arrows indicate *Sost*+ cells identified in E15.5 secondary palate. All in situ experiments were performed in biological triplicate.

### In situ spatial RNA-seq of palatal fusion

While bulk and single-nucleus RNA-seq approaches to study the developing secondary palate provide meaningful global temporal transcriptomic data, these approaches lack tissue-specific spatial information critical to inferring genetic regulatory networks in vivo. Although some in vivo validation can occur through the lens of RNAscope, it is primarily a qualitative assay. Further, these in vivo marker validation assays are inherently limited due to multiplexed channel maximums within a narrow spectrum of visibility. Moreover, it is known^39^ that the single-cell suspension, dissociation, and fixation processing steps involved in the 10x Genomics scRNA-seq workflow carry an inherent risk of altering cellular homeostasis. This could lead to physiologically unimportant differential expression observed in cell clusters. We, therefore, employed spatially resolved RNA-seq (spRNA-seq) (Visium, 10x Genomics) on FFPE coronal mid-palatal sections from E14.5 and E15.5 embryos to enable real-time assessment of in situ gene expression and generate a more complete picture of secondary palate fusion (Fig. 5a). 

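Visium records gene expression on an array of barcoded spots under a tissue section, and each unique molecular identifier (UMI) counts 1 captured molecule. A spot is a small region that can hold several cells of different types. The data analysed here came from 4 capture areas of wild-type heads, 2 per stage. By the sample labels, 1 area of each stage held replicate 1 as a single section, and the other held replicates 2, 3 and 4 as 3 sections, which gives 4 replicates per stage where the paper states 3. The paper's text does not name the sections that make up the 3, and which of the sections is replicate 2, 3 or 4 is not given, so they are called A, B and C here. The authors deposited UMI counts per gene and spot without normalization, made with Space Ranger 1.3.1 for the replicate 1 areas and 2.0.0 for the others. The version therefore differed between the areas of a stage and not between the stages. The files list 19465 genes by Ensembl identifier and name no genome build. Gene positions below are those that the GENCODE M21 annotation of GRCm38 gives for the same identifiers. At E14.5, the replicate 1 area held 1106 tissue spots and 15438992 UMIs, with a median of 6752 UMIs per spot, and the area of replicates 2, 3 and 4 held 2310 tissue spots and 109127953 UMIs, with a median of 45059 UMIs per spot. At E15.5, the replicate 1 area held 989 tissue spots and 67344393 UMIs, with a median of 64051 UMIs per spot, and the other area held 1952 tissue spots and 89128289 UMIs, with a median of 45472 UMIs per spot. The median number of genes detected per spot was 3546 and 8487 in the E14.5 areas and 9476 and 8825 in the E15.5 areas. Only spots over tissue were used, and no doublet caller was run on spots. For tests, UMIs were summed over the spots of a capture area, since the sections of an area share a library and spots are not replicates, so the comparisons of summed counts set 2 areas against 2. Positions and shares of neighbouring spots were compared by section, of which 3 at each stage share a library and are not independent samples. Values from the single section that the paper shows at each stage have no replicate check and no test. Their intervals are exact 95% Poisson or binomial intervals and cover counting error only. Choices that changed the numbers were the spots counted as palate, the sections used, the scaling for depth and the filter on low counts. The E14.5 section shown had the lowest median of UMIs per spot of the 8 sections.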

While the per-cell resolution is lower than the scRNA-seq workflow, and the 2D nature limits the overall cell capture, the spatial biological insight from sequencing relatively undisturbed tissue slices in situ brings higher confidence in observed spatiotemporal gene expression trends.

**Fig. 5:**
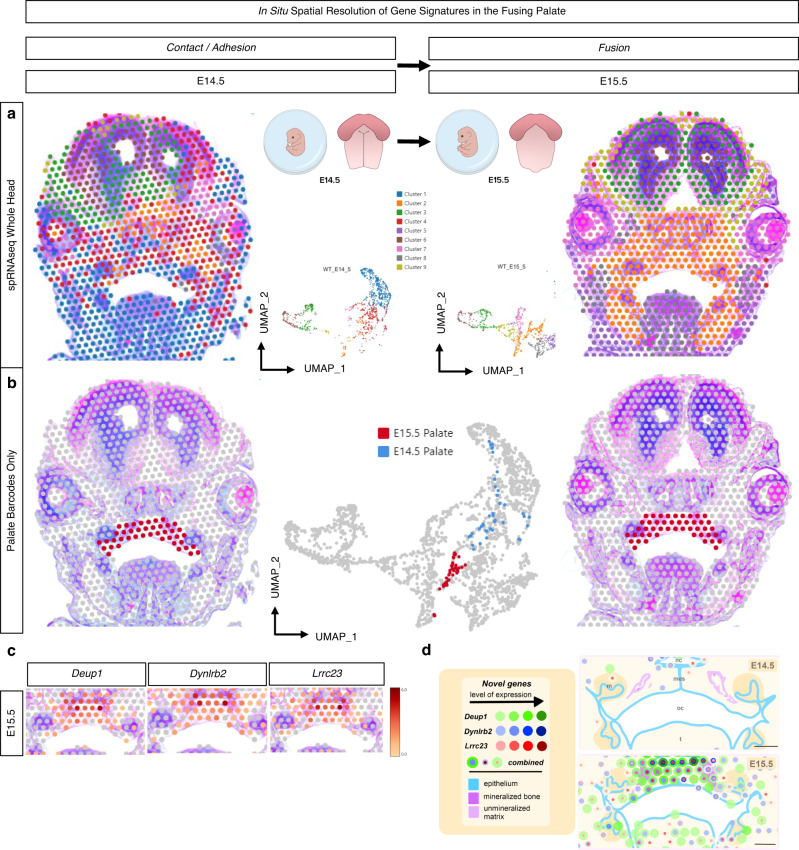
Spatial RNA sequencing (spRNA-seq) for the in situ resolution of the fusing palate’s transcriptome. Mid-palatal coronal cross sections of whole embryo heads were placed on barcoded Visium slide. **a** In vivo clusters were defined from the whole embryo head, demonstrating spatial relationships and morphogenetic diversity of expression, further filtered for only those clusters encoded on the barcodes placed within the palate tissue in each respective section to identify top differentially expressed genes (DEG’s) **b** from E14.5 vs. E15.5 in the palate. *Denotes previously unreported palate-enriched genes identified in spRNA-seq. **c** Spatial gene expression feature plots for the three enriched genes identified. **d** Schematic summary. Colored circles correspond to 55 µm-diameter Visium transcriptomic resolution. Increased expression levels, delineated using the 10X Genomics Loupe Browser, are represented here with darker shades of green (*Deup1*), blue (*Dynlrb2*), or red (*Lrrc23*). The combined localization of these genes is indicated by overlapping concentric colored circles, the diameter of which does not correspond to degree of expression. nc nasal cavity, oc oral cavity, t tongue, mes midline epithelial seam; scale bar: 200 µm. All spatial RNA-seq experiments were performed in biological triplicate.

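The place of these genes between the oral edge (0) and the nasal edge (1) of the palate was measured in the E15.5 sections as the mean position of their UMIs, each divided by the total of its spot. The mean position of all palate spots was subtracted, so that 0 is no preference. Over 3 sections, the difference was 0.247 ± 0.120 (SD) for Deup1, 0.239 ± 0.110 for Dynlrb2 and 0.239 ± 0.112 for Lrrc23. Cdc20b lay 0.205 ± 0.0906 toward the nasal edge and Tnn 0.0494 ± 0.0567. Each of these 5 genes lay on the nasal side in 3 of 3 sections, and for Tnn the difference was smaller than the spread between sections. For comparison, Alpl lay at 0.0169 ± 0.0236 and Runx2 at 0.0152 ± 0.0342, each on the nasal side in 2 of 3 sections. A list of 7 genes of multiciliated epithelium (Foxj1, Rsph1, Ccdc153, Tmem212, Tekt1, Ccno and Mcidas) lay at 0.235 ± 0.0991, within the range of Cdc20b, Deup1, Dynlrb2 and Lrrc23. Of the alternatives, leaving out section A of the area of replicates 2, 3 and 4 moved Deup1 most, to 0.184. No test was made of these positions.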

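UMI counts of all 6357 tissue spots were log-normalized, and 30 principal components of the 2000 most variable genes were clustered by k-means into 9 clusters, the number in Fig. 5a. The clusters are regions of tissue, named here by the genes that lead them. Regions led by Krtdap and Krt10 (512 spots), by Matn1 and Gfy (659 spots), by Grin2b and Mapt (914 spots) and by Myh8 and Tnnt3 (679 spots) each drew spots from all 4 capture areas. So did regions led by Krt17 and Pax9 (1256 spots), by Ttr and Mt3 (534 spots), by Crygd and Cryba2 (504 spots) and by Mmp13 and Spp1 (676 spots). The Crygd and Cryba2 region held 55 spots of the E14.5 replicate 1 area. No spot of that area had 1% of its UMIs in the lens genes Cryaa, Cryba1 and Crygs. Those 55 spots are therefore not read as the tissue that the leading genes name. The region led by Tnni3 and Myl2 held 623 spots, of which 436 came from the E14.5 replicate 1 area, the one with the fewest UMIs per spot, and is not read as a tissue region of its own. On simulated sections with known clusters, the share of neighbouring spots in the same cluster was found as 93.1% where it was 93.1%, and as 70.0% where it was 70.0%. The true number of clusters was given there and all spots had the same mean depth. The simulation therefore does not test the clustering of real sections, which differ in depth.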

Spatial cell cluster heterogeneity was observed globally between distinct morphological zones of the craniofacial complex in coronally oriented mid-cranial sections from E14.5 and E15.5 embryonic stages (Fig. 5a). For example, unsupervised cluster identities of mid-face anatomical structures were more diverse in E14.5 (e.g., clusters 1, 2, 4, and 8), while by E15.5 cluster identities appeared more regionalized and tissue-specific, perhaps indicating a shift in differentiation between these two stages. 

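As a measure of regionalization, the share of neighbouring spots that fell in the same cluster was counted in each section. It was 71.9% ± 4.18 (SD, n = 4 sections) at E14.5 and 72.5% ± 2.33 (SD, n = 4 sections) at E15.5. The difference of 0.58 percentage points was within the spread between sections (two-sided exact permutation test of the sections, p = 0.771, where 4 against 4 can give 0.029 at the smallest). By capture area, the share was 69.8% in E14.5 replicate 1 and 73.0% in E14.5 replicates 2, 3 and 4, and 73.0% and 72.1% in the corresponding areas at E15.5. If cluster names were shuffled among the spots of a section, the share ranged from 13.4% to 22.4%. The number of clusters that held at least 1% of a section was 8 or 9 in the E14.5 sections and ranged from 6 to 8 in the E15.5 sections. With 6 clusters the share was 76.99% at E14.5 and 80.46% at E15.5, a difference of 3.47 percentage points (exact permutation test, p = 0.314). With the names of these 6 clusters shuffled, the share ranged from 20.0% to 24.6% at E14.5 and from 23.0% to 54.7% at E15.5. The sizes of the clusters could therefore account for a higher share at E15.5 in that setting. The alternative that moved the stage difference most was equal depth. With each spot thinned to 1000 UMIs, it was 67.0% ± 3.49 (SD, n = 4) at E14.5 and 64.1% ± 2.07 (SD, n = 4) at E15.5, a difference of -2.94 percentage points in the other direction (exact permutation test, p = 0.20). Thinning left out 108 and 111 spots in the E14.5 areas and 0 and 1 spots in the E15.5 areas.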

Barcodes representing the secondary palate in situ tissue arrangement were manually selected within the 10x Genomics Loupe Browser, allowing for a targeted integration of transcriptomic data specific to the palate in each section. 

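The palate spots of the 2 sections shown were recovered by laying Fig. 5b over the array positions of the replicate 1 areas. All 43 red spots at E14.5 and all 47 at E15.5 fell on a tissue spot, with the largest distance 0.0471 of the spacing between spots. The array is regular, so a placement shifted by whole spots can give distances as small, and these do not decide the placement. The grey spots of the section matched the array with a score of 0.622 at E14.5, against 0.599 for the next best placement, and 0.636 against 0.607 at E15.5. The values that the paper prints for Fig. 6b equalled those of the recovered spots in 7 of 8 cases at E14.5 and in 0 of 9 at E15.5. The largest difference at E15.5 was 0.186, so that selection may differ slightly from the paper's. The drawn palate held 319107 UMIs at E14.5 and 3392633 UMIs at E15.5. The median per palate spot was 6223 UMIs at E14.5 and 67997 UMIs at E15.5, a 10.9-fold difference in depth, and 12676 and 15046 genes were detected in the 2 selections. The palate was carried over to the other 6 sections by an affine registration on expression, made without the osteogenic genes, the genes of Table 1 and the palate markers used to check it. A section was kept where the lower 95% bound of Osr2 or Shox2 enrichment over the rest of the section was above 1. This kept 5 of the 6 sections, with 25, 30 and 27 palate spots in the E14.5 sections A, B and C and 47 and 40 in the E15.5 sections A and B. In the E15.5 section C, Osr2 was enriched 1.08-fold with a lower bound of 0.99 and Shox2 1.14-fold with a lower bound of 0.77, so that section was left out of palate values. Pax9, Msx1 and Barx1, which were no part of this rule, were enriched 2.42-fold, 2.10-fold and 1.82-fold there, with lower bounds of 2.25, 1.92 and 1.61. In the kept E15.5 section B, Pax9 was enriched 2.35-fold and Msx1 2.89-fold, and Barx1 was at 0.61-fold. In the kept E14.5 section A, Pax9 was enriched 2.16-fold and Barx1 1.58-fold, while Msx1 was not, at 0.95-fold with a lower bound of 0.71. In the E15.5 sections A and B, Shox2 was enriched 3.92-fold and 1.95-fold, while Osr2 was not, at 0.90-fold and 0.80-fold. The E14.5 area of replicates 2, 3 and 4 thus had 82 palate spots with 4335700 UMIs, and the E15.5 area 87 palate spots with 3929016 UMIs.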

Whole-transcriptome differential expression of selected palate tissue barcodes between E14.5 and E15.5 tissue sections (Fig. 5b) highlighted marker genes of potential significance in the processes of secondary palate fusion, including genes related to cell cycle regulation, cilia functionality, cell motility, protein-protein interactions, as well as epithelial and osteogenic cell differentiation (Fig. 5c, d, Table 1). 

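In the drawn palate, 9672 genes had at least 50 UMIs over the 2 selections. For each, the ratio of E15.5 over E14.5 was taken as log2 of UMIs plus 1 over the sum of spot size factors plus 1, where a size factor is the UMIs of a spot over the median of all palate spots. The ratio was above 0 for 6190 genes and below 0 for 3482, with a median of 0.18, and 105 genes were over 4-fold higher and 39 over 4-fold lower. With 1 section per stage, these are values with counting error and no test. The 1 added to the size factors raises the ratio, since their sum was smaller at E14.5. With nothing added, Six2 went from 0.596 to 0.417 and Ibsp from 0.714 to 0.531. Genes with few UMIs at E14.5 can go the other way, as Cdc20b did, from 1.93 to 2.32. The counts of genes above and below 0 are therefore not read as a shift between the stages. Cdc20b (ENSMUSG00000078926, chromosome 13 from 113035111 to 113091195) had 2 UMIs at E14.5 and 106 at E15.5, a log2 ratio of 1.93. As CPM, the UMIs of a gene scaled by all UMIs of the region, this was 6.27 and 31.2, a ratio of 4.99 with a 95% interval of 1.35 to 41.7. Deup1 (ENSMUSG00000039977, chromosome 9 from 15559864 to 15627933) had 0 and 162 UMIs and a log2 ratio of 4.13. Its CPM was 5.08-fold higher at E15.5 if 0 is taken as the limit of 3 counts, and the exact lower 95% bound of the fold was 4.08. Dynlrb2 (ENSMUSG00000034467, chromosome 8 from 116504974 to 116515915) had 3 and 151 UMIs and a log2 ratio of 2.02, with a CPM ratio of 4.73 (1.59 to 23.2). Lrrc23 (ENSMUSG00000030125, chromosome 6 from 124769863 to 124779727) had 4 and 164 UMIs and a log2 ratio of 1.82, with a CPM ratio of 3.86 (1.48 to 14.3). Tnn (ENSMUSG00000026725, chromosome 1 from 160085029 to 160153580) had 35 and 590 UMIs and a log2 ratio of 0.81, with a CPM ratio of 1.59 (1.13 to 2.30). Among the 9672 genes, Deup1 ranked 6 by this ratio, Dynlrb2 101, Cdc20b 117, Lrrc23 143 and Tnn 1276. The ratios depended on which sections were used. In the carried-over E14.5 palates A, B and C, 11 of 25, 12 of 30 and 11 of 27 spots lay at the nasal edge. In the E15.5 palates A and B, 13 of 47 and 13 of 40 did, and this share was not matched. In the areas of replicates 2, 3 and 4, Deup1 had 199 UMIs at E14.5 and 267 at E15.5, a log2 ratio of 0.56, Dynlrb2 had 199 and 271 UMIs, a ratio of 0.58, and Lrrc23 had 218 and 262 UMIs, a ratio of 0.41. Cdc20b, with 107 and 248 UMIs there, had a log2 ratio of 1.35, and Tnn, with 1108 and 587 UMIs, had a log2 ratio of -0.78, the opposite direction to the drawn sections. With the E15.5 section C added to these areas, the log2 ratio was 0.10 for Deup1, 0.11 for Dynlrb2, -0.04 for Lrrc23, 0.83 for Cdc20b and -0.43 for Tnn.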

To interrogate the spatiotemporal osteogenic cell lineage differentiation milestones in palatal mesenchymal cells at the time of fusion in situ, known markers of osteogenic progenitors (*Six2, Erg, Bmp7*), pre-osteoblasts (*Runx2*, Sp7, *Mmp13*), osteoblasts (*Ibsp*, *Ifitm5*, and Spp*1*), and osteocytes (*Sost*, *Dmp1*, *Phex*) were identified spatially at each stage (Supplementary Fig. 6a–d). 

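In the drawn palate, the progenitor marker Six2 (ENSMUSG00000024134, chromosome 17 from 85684277 to 85688274) had 179 UMIs at E14.5 and 2541 at E15.5, or 1.34-fold more CPM (95% interval 1.15 to 1.56). Erg (ENSMUSG00000040732, chromosome 16 from 95359169 to 95586593) had 21 and 218 UMIs, a fold of 0.976 (0.623 to 1.61), and Bmp7 (ENSMUSG00000008999, chromosome 2 from 172868012 to 172940321) had 27 and 262 UMIs, a fold of 0.913 (0.613 to 1.41). For both, a difference between the 2 sections was not detectable at this depth. Sp7 (ENSMUSG00000060284, chromosome 15 from 102356606 to 102367182) had 47 and 697 UMIs, a fold of 1.40 (1.04 to 1.92). Mmp13 (ENSMUSG00000050578, chromosome 9 from 7272514 to 7283331) had 3 and 37 UMIs, a ratio of 1.16 with an interval of 0.367 to 5.88. Of the osteoblast markers, Ibsp (ENSMUSG00000029306, chromosome 5 from 104299171 to 104311469) had 417 and 6407 UMIs, a fold of 1.45 (1.31 to 1.60). Ifitm5 (ENSMUSG00000025489, chromosome 7 from 140948958 to 140950291) had 46 and 635 UMIs, a fold of 1.30 (0.962 to 1.79), and Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) had 13 and 2452 UMIs, a fold of 17.7 (10.4 to 33.4). The fold of Spp1 in the areas of replicates 2, 3 and 4 was 1.46 (1.39 to 1.53), a log2 ratio of 0.55 that fell to 0.04 with the E15.5 section C added. Ibsp had a larger fold there than in the drawn sections, 3.27 (3.18 to 3.37), and Mmp13 had a fold of 4.52 (3.22 to 6.46). Lower at E15.5 in these areas were Six2 with a fold of 0.528 (0.499 to 0.559), Erg with 0.690 (0.569 to 0.834) and Bmp7 with 0.501 (0.420 to 0.595). With the region widened by 1 ring of spots, the log2 ratios of Sp7 and Ibsp in the drawn sections fell to -0.16 and -0.13, below 0. With the region narrowed by its edge they were 1.93 and 1.99.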

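Among the osteocyte markers, Sost (ENSMUSG00000001494, chromosome 11 from 101962458 to 101967015) had 1 UMI in the E14.5 drawn palate and 20 in the E15.5 drawn palate. The CPM ratio was 1.88 with a 95% interval of 0.301 to 78.0, so no difference was detectable at this depth. Dmp1 (ENSMUSG00000029307, chromosome 5 from 104202613 to 104214102) had 8 and 467 UMIs, a fold of 5.49 (2.76 to 12.8). Phex (ENSMUSG00000057457, chromosome X from 157162075 to 157415312) had 9 and 136 UMIs, a fold of 1.42 (0.727 to 3.18), which is within counting error. Dmp1, in the areas of replicates 2, 3 and 4, had 203 UMIs at E14.5 and 294 at E15.5, or 46.8 and 74.8 CPM, a fold of 1.60 (1.33 to 1.92). Phex had 170 and 433 UMIs there, or 39.2 and 110 CPM. Sost had 22 UMIs at E14.5 and 16 at E15.5 in the areas of replicates 2, 3 and 4, a fold of 0.803 (0.394 to 1.60). Within the E15.5 palate, the mean mediolateral position of Dmp1, from 0 at the midline to 1 at the lateral edge, was 0.503 in the drawn section, 0.610 in section A and 0.783 in section B.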

Markers from early osteogenic cell types (osteoprogenitors, pre-osteoblasts, and osteoblasts) demonstrated some expression at E14.5; however, all osteocyte conserved markers only appeared in substantial expression by E15.5—remaining spatially restricted to the mineralized bone (lateral), with some condensed expression noted within the midline site of fusion (mesial), perhaps suggesting multiple spatially distinct regions of osteogenic differentiation within the fusing palate mesenchyme.

**Table 1:** Differential expression analysis of E14.5–E15.5 secondary palate spatial RNA-seq (spRNA-seq) reveals previously unreported (*) genes enriched in expression in palate epithelium and mesenchyme at E15.5

Top 5 DEG’s from E14.5 vs. E15.5 spRNA-seq		
Gene name	Log2Fold change	Gene function
*Cdc20b*	4.436	Cell cycle regulator
*Deup1	4.049	Epithelial cell differentiation
*Dynlrb2	3.612	Microtubule-based cell motility
*Lrrc23	3.415	Protein–protein interactions
*Tnn* (*Tnw*)	3.232	Osteogenic differentiation

### Spatial characterization of fusing palatal shelves in situ

With an eye toward discovery, we turned our attention to the most highly differentially expressed genes identified from the spRNA-seq analysis to identify potential markers of palatal fusion across space and time. 

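The stages were compared across capture areas with edgeR's quasi-likelihood test on UMIs summed over the palate spots of each area, with TMM normalization and Benjamini-Hochberg adjustment. Of 12589 genes tested, 0 passed an adjusted p of 0.1, the false discovery rate that the paper states, and 568 had an unadjusted p under 0.05. On simulated counts with 200 changed genes, every gene was given the same spread, the common dispersion of the data. The same test recovered 69% of the changed genes there, and 14.8% of its calls were false. The largest simulated log2 fold change was 3, and 100% of the largest changes, at a median of 2.97, were recovered. The 69% is therefore not the recovery to be read for changes of the size listed below. The simulation also left out differences in spread between genes, so its recovery is no measure of power in these data. Among the genes of Table 1, the log2 fold change of Cdc20b was 1.197 (SE 0.478, edgeR adjusted p = 0.978), and both E15.5 areas lay above both E14.5 areas. It was 0.79 (SE 0.572) for Deup1, 0.66 (SE 0.452) for Dynlrb2 and 0.54 (SE 0.425) for Lrrc23, and for these the areas of the 2 stages overlapped in CPM after TMM scaling. For Deup1 the overlap was between 47.6 at E14.5 and 46.2 at E15.5, and in CPM without TMM, at 45.9 and 47.75, there was none. Tnn had a log2 fold change of -0.29 (SE 0.347, edgeR adjusted p = 0.980), which was -0.80 without the replicate 1 areas and 0.66 without the areas of replicates 2, 3 and 4, and 0.20 with the palate placed without the last, local step of the registration. The alternative with the largest number of genes past the threshold was the one with no filter on low counts, with 120 of 16453 genes. With the E15.5 section C included, that fit gave 80 of 16664. With the replicate number as a block, 98 of 12589 genes passed, and 0 of 12636 with section C included as well. By kept section, Deup1 ranged from 0 to 82.7 CPM at E14.5 and from 43.8 to 88.5 at E15.5, and Lrrc23 from 12.5 to 67.6 and from 48.3 to 75.8. Tnn ranged from 86.9 to 355 CPM at E14.5 and from 145 to 174 at E15.5. The highest E14.5 values of Deup1 and Lrrc23 were those of section A, where Msx1 was not enriched. With the palate of that section left out, the log2 fold change across areas was 1.01 for Deup1, 0.73 for Dynlrb2, 0.62 for Lrrc23 and 1.58 for Cdc20b. In the E15.5 section C, left out of palate values, Deup1 was at 27.95, Lrrc23 at 29.1 and Tnn at 232 CPM, each outside the range of the kept E15.5 sections. 

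**Figure D1:**
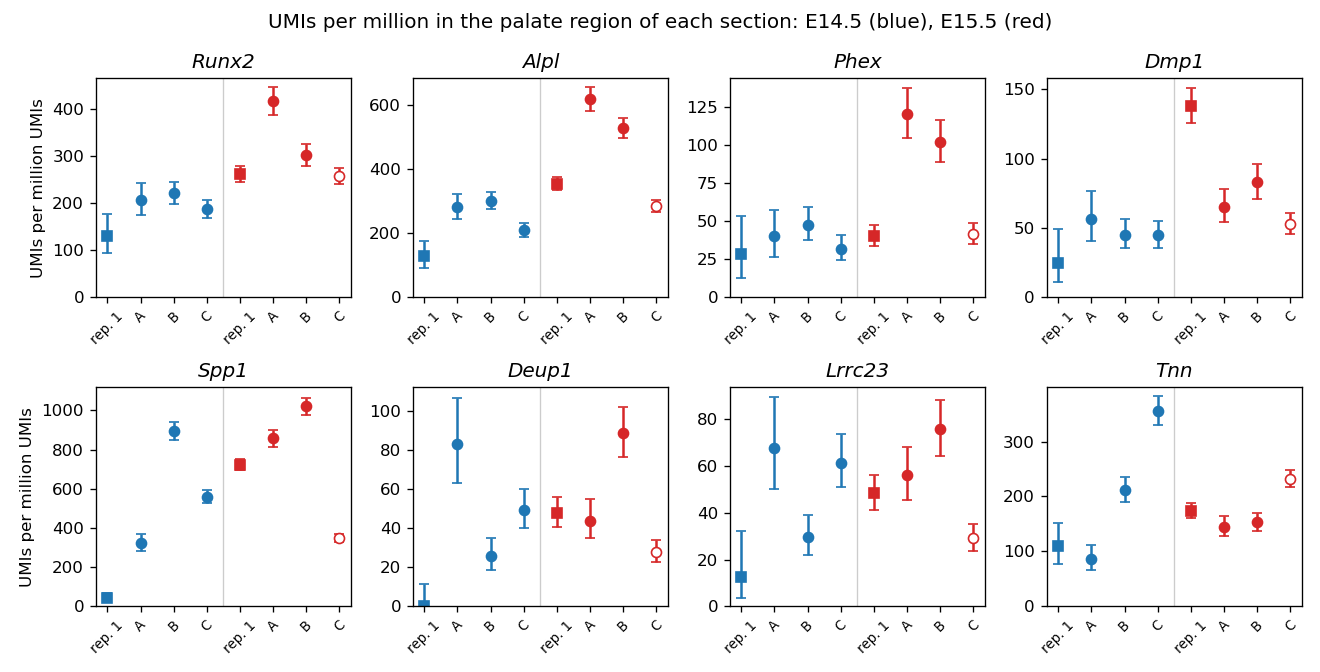
CPM of Runx2, Alpl, Phex, Dmp1, Spp1, Deup1, Lrrc23 and Tnn in each section at E14.5 and E15.5. Squares are replicate 1, circles are sections A, B and C, the open circle is the section left out of palate values, and bars are 95% Poisson intervals. Deup1 was at 0 in the E14.5 replicate 1 section and at 82.7 in the E14.5 section A.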

By selecting only the palate tissue area on the Visium slide, we directly compared spatiotemporal palate tissue-level gene expression changes. The top five DEGs identified through spRNA-seq of palatal fusion were then compared to our previously generated bulk RNA-seq dataset to corroborate the temporal evolution of expression levels through all embryonic time points studied (Supplementary Fig. 7), which affirmed the differential up-regulation in expression from E14.5 to E15.5. This suggests that these genes may in fact be notable targets for further investigation.

### Spatial resolution of osteoblast maturation at palate fusion

To assess these multiple whole-transcriptome assays in parallel, we took a cross-section through the bulk and spRNA-seq datasets with specific osteogenic cell type markers, *Runx2* (pre-osteoblast)^40^, *Alpl* (osteoblast)^41^, and *Phex* (osteocyte)^42^. 

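Runx2 (ENSMUSG00000039153, chromosome 17 from 44495987 to 44814797) had 42 UMIs in the E14.5 drawn palate, or 132 CPM, and 890 at E15.5, or 262 CPM. The fold of 1.99 had a 95% interval of 1.46 to 2.79. Alpl (ENSMUSG00000028766, chromosome 4 from 137741733 to 137796384) had 41 and 1198 UMIs, 128 and 353 CPM, a fold of 2.75 (2.01 to 3.85). In the areas of replicates 2, 3 and 4 the fold was 1.75 (1.60 to 1.90) for Runx2, 2.21 (2.06 to 2.38) for Alpl and 2.81 (2.35 to 3.38) for Phex. Across the 4 areas, the log2 fold change was 0.82 (SE 0.311) for Runx2, 1.18 (SE 0.368) for Alpl and 1.05 (SE 0.457) for Phex. Each had an unadjusted p under 0.05 from edgeR's quasi-likelihood test. After Benjamini-Hochberg adjustment over all genes tested, the adjusted p was 0.978 for Runx2, 0.960 for Alpl and 0.978 for Phex, so none of the 3 passed. This test covers the spatial data only, and its power for changes of that size was not measured. Both E15.5 areas lay above both E14.5 areas for Runx2 and Alpl, whereas those of Phex overlapped after TMM scaling, at 40.7 CPM in an E14.5 area and 38.8 in an E15.5 area, but not in CPM without TMM. Without the replicate 1 areas the log2 fold change of Phex was 1.45, and without the areas of replicates 2, 3 and 4 it was 0.49. Alpl passed the threshold with no filter on low counts (edgeR adjusted p = 0.026) but not when the E15.5 section C was included as well (edgeR adjusted p = 0.203). It also passed with the replicate number as a block (edgeR adjusted p = 0.035), but not with section C included (edgeR adjusted p = 0.999). Its adjusted p ranged up to 1.00 over the alternatives. By section, Runx2 ranged from 132 to 221 CPM at E14.5 and from 262 to 418 at E15.5, and Alpl from 128 to 301 and from 353 to 616, so the kept sections of the 2 stages did not overlap. In the E15.5 section left out of palate values, Runx2 was at 259 CPM and Alpl at 284. The value of Alpl lies inside its E14.5 range, so the separation of Alpl depended on leaving that section out. The rule for keeping sections was set after the data had been seen, and the local step of the registration after maps of Runx2 and Alpl.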

Osteoblast lineage differentiation significantly increases within the secondary palate mesenchyme from E14.5 to E15.5 (Fig. 6a–c). Osteocytes were found to be spatially restricted in expression lateral to less differentiated osteoblasts, which in turn were more enriched in expression to pre-osteoblast gene markers, identified medially toward the mid-palatal suture, noting condensed expression enrichment of these early markers of osteogenic commitment within the midline mesenchyme of the newly fused palate (Fig. 6b). This suggests that by E15.5 intramembranous ossification of the secondary palate mesenchymal primordia is actively commencing, but most of these mesenchymal osteogenic lineage-committed cells have not yet reached terminal differentiation (osteocyte) (Fig. 6c). 

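The mediolateral place of each gene was measured as the mean position of its UMIs, each divided by the total of its spot, from 0 at the palate midline to 1 at the lateral edge of the region. In the drawn E15.5 section it was 0.536 for Runx2, 0.533 for Alpl and 0.518 for Phex. The values were 0.616, 0.631 and 0.618 in section A, and 0.641, 0.648 and 0.681 in section B. On average, Alpl lay 0.0062 ± 0.0095 (SD, n = 3 sections) lateral to Runx2 (2 of 3 sections, exact sign-flip test, p = 0.5). Phex lay 0.0019 ± 0.0269 lateral to Alpl (1 of 3 sections, exact sign-flip test, p = 1) and 0.0080 ± 0.0301 lateral to Runx2 (2 of 3 sections, exact sign-flip test, p = 0.75). The test is two-sided, and 3 sections cannot go below 0.25. The differences were smaller than the spread between sections, and without section B Phex lay at -0.0136 against Alpl and at -0.0082 against Runx2. With UMIs as counted, the 3 differences were -0.0024, -0.0049 and -0.0073. In the medial, middle and lateral parts of the drawn section, Phex had 20.3, 65.3 and 26.5 CPM. It had 47.8, 160 and 131 CPM in section A, and 19.6, 132 and 130 CPM in section B.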

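Every one of the 47 palate spots of the E15.5 section had a UMI of Runx2 and of Alpl, and 76.6% had a UMI of Phex. At E14.5 the shares of the 43 spots were 46.5%, 44.2% and 14.0%. Because the sections differed in depth, each spot was also thinned to 1200 UMIs, which left out 5 of the 43 spots at E14.5 and 0 of the 47 at E15.5. The share of spots with a UMI was then 14.2% at E14.5 and 25.6% at E15.5 for Runx2, 11.8% and 29.4% for Alpl, and 2.54% and 3.94% for Phex, as means of 200 draws. From the level and place of the pre-osteoblast, osteoblast and osteocyte markers at E15.5, the paper proposes that intramembranous ossification was commencing and that most of the committed cells had not yet become osteocytes.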

Osteocytes likely become more functionally active in the palate mesenchyme during later stages of development following mineralization and maturation of bone matrix tissues^43,44^.

**Fig. 6:**
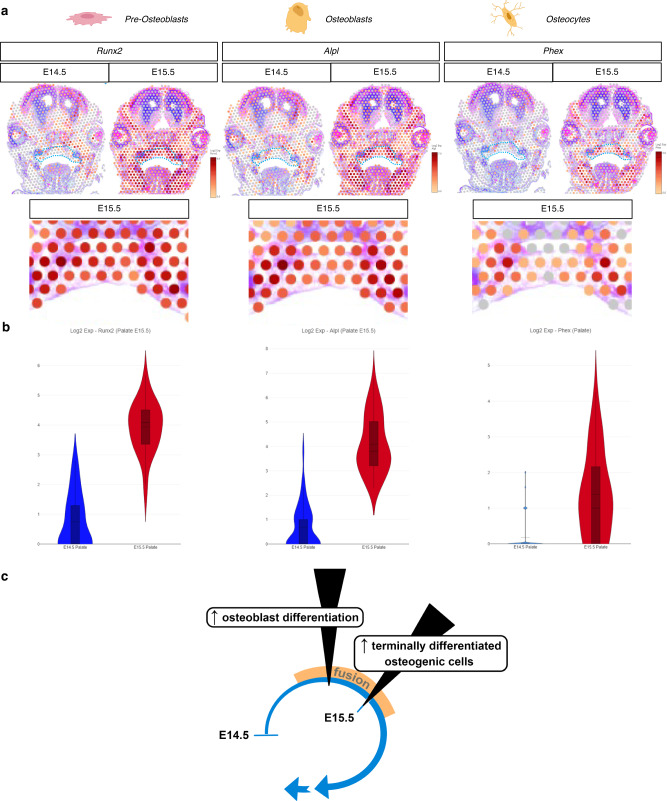
Multimodal transcriptomics resolves spatiotemporal progression of palatal osteogenic cell differentiation. **a** Spatial resolution of select osteogenic differentiation markers delineates cell maturation state from E14.5 to E15.5 in the palate. **b** Violin plots from spatial barcodes quantify relative expression of each gene marker at each respective stage of development, including Log2Fold expression of *Runx2* (E14.5, max: 2.807, q3: 1, mean: 0.699; E15.5, max: 5.672, q3: 4.459, mean: 4.044), *Alpl* (E14.5, max: 3.807, q3: 1, mean: 0.693; E15.5, max: 6.794, q3: 5.107, mean: 4.140); and *Phex* (E14.5, max: 2, mean: 0.176; E15.5, max: 4.248, q3: 2.161, mean: 1.383). **c** Schematic summary of osteogenic differentiation timeline based on transcriptomic signatures identified in our multimodal transcriptomic and epigenetic analyses. *Blue dotted selection represents region of palate barcode selection (as shown in Fig. 5b) for spatial differential gene expression analysis. All spatial RNA-seq experiments were performed in biological triplicate.

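The values printed for Fig. 6b have the scale of log2 of UMIs plus 1 per spot. Over the drawn palate spots, the mean on this scale was 0.70 at E14.5 and 4.09 at E15.5 for Runx2, 0.63 and 4.25 for Alpl, and 0.18 and 1.42 for Phex. The largest value at E14.5 was 2.81 for Runx2, 3.81 for Alpl and 2.00 for Phex. At E15.5 the largest was 5.86, 6.94 and 4.32, with the third quartile of 4.64, 5.15 and 2.00. The mean rose by 3.40 (95% interval 3.22 to 3.58) for Runx2, 3.62 (3.44 to 3.81) for Alpl and 1.246 (1.07 to 1.43) for Phex, on UMIs at their own depth. With UMIs scaled to the median spot total before the log, the rise was 1.87, 2.34 and 0.67. With spots thinned to an equal number of UMIs it was 0.13 for Runx2, above 0 in 186 of 200 draws, and 0.21 for Alpl, above 0 in 198. For Phex it was 0.013, above 0 in 116 of 200 draws. The thinned spots together held a mean of 1.055 UMIs of Phex at E14.5 and 1.92 at E15.5. These are too few to decide on a rise of Phex at equal depth. The draws cover the thinning only, and neither counting error nor the spread between sections.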

### Cilia-associated enriched genes co-localize with osteoblasts

Finally, we hypothesized that, given the temporal and spatial alignment of transcriptomic shifts in osteoblast differentiation markers alongside the enriched genes (*Dynlrb2, Deup1, and Lrrc23*), there may be a functional role for these molecules in the osteodifferentiation process occurring during palate fusion. At single-molecule mRNA transcript resolution, we investigated the co-expression profiles of these three genes in-tandem with a marker of osteoblast differentiation, *Alpl* (Fig. 7). We found that at the stage of palate fusion (E15.5), all three of these genes localized intensely to the ciliated nasal epithelium (Fig. 7a–c). This was not surprising, given their known roles in primary cilia function. More surprisingly, all three of these genes did demonstrate fluorescent signal at single molecule resolution within the palate mesenchyme, as well. Specifically, *Dynlrb2* expression was noted to be highest in the nasal epithelium, demonstrating comparatively lower expression within the mesial palate mesenchyme (Fig. 7a’), but not within the forming bone (Fig. 7a”). *Deup1* expression localized to the nasal epithelium and, intriguingly, also was co-expressed by cells in the palate osteogenic mesenchyme expressing *Alpl* (Fig. 7b–b”), potentially implicating a functional role for *Deup1* in osteodifferentiation during palatal fusion. *Lrrc23* transcript localization was enriched with notable signal within *Alpl+* palatal osteogenic mesenchyme (Fig. 7c–c”) in addition to its intense signal demarcating the nasal epithelium.

**Fig. 7:**
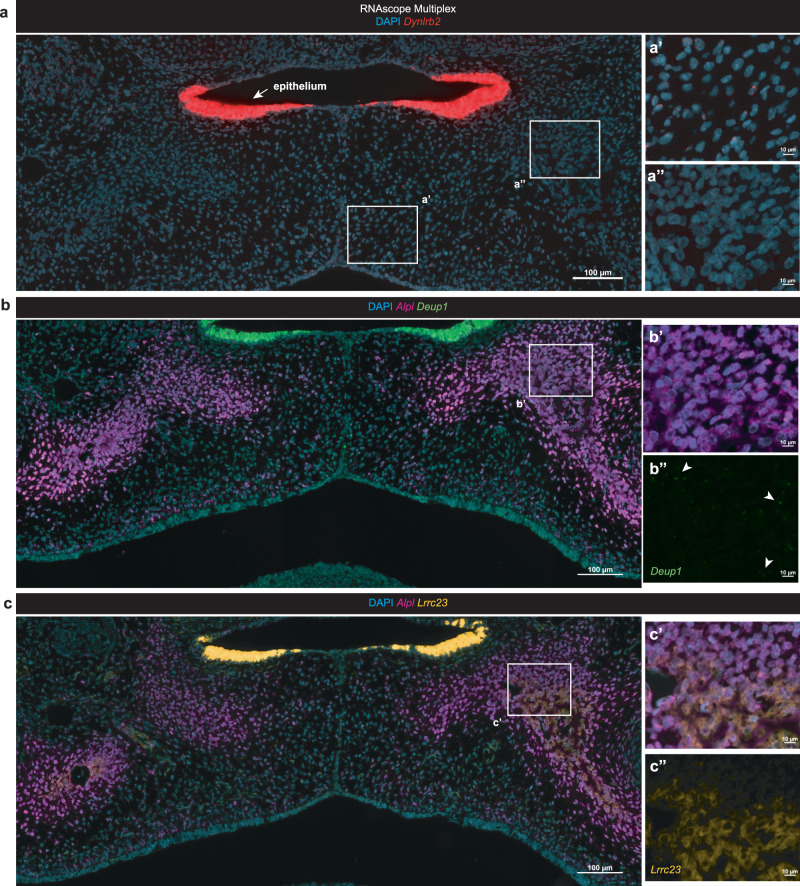
Palate-enriched genes, *Lrrc23* and *Deup1*, co-localize in expression profile at palate fusion with osteogenic cells. RNAscope Multiplex in E15.5 coronal mid-secondary palate of enriched genes *Dynlrb2* (red), *Deup1* (green), *Lrrc23* (gold) identified in spatial RNA-seq co-localized with the osteodifferentiation marker *Alpl* (magenta). **a** *Dynlrb2* expression was highest in the nasal epithelium, with comparatively lower mesenchymal expression in the medial aspect of the palatal shelves (**a’**), but not in the forming bone (**a”**). **b** *Deup1* expression localized to nasal epithelium, as well as palatal osteogenic mesenchyme, expressed by *Alpl*+ osteogenic cells (**b’–b”**). **c** *Lrrc23* was highly expressed by nasal epithelium, with the faint but notable signal of expression within *Alpl*+ palatal osteogenic mesenchyme (**c’–c”**). All in situ experiments were performed in biological triplicate.

## Discussion

In our analyses, a transitory phase was identified between E14.5 (defined previously as the stage of contact/adhesion of palatal shelves^15,45^) and E15.5 (the stage of fusion of palatal shelves^15,45^) wherein osteogenic marker genes were identified in higher abundance. Specifically, E15.5 was marked by increased osteoblast differentiation and commitment gene abundance, as well as the introduction of genes identifying terminally differentiated bone cells (osteocytes) within the hard palate mesenchyme. Osteocytes were found to be spatially restricted in expression lateral to osteoblasts and pre-osteoblasts, which had already begun traversing medially toward the mid-palatal suture from their lateral ossification zone of origin, as well as condensed expression enrichment within the midline mesenchyme of the newly fused palate. Importantly, the timeline of transcription for important osteogenic genes identified here provides valuable molecular insights to corroborate what is known histologically through palatal development. Explicitly, the presence of abundant osteogenic gene transcripts at E15.5 warrants further studies on the origin of osteogenic cells spatially and temporally through lineage tracing and live cell imaging modalities as post-fusion development of the mid-palatal suture proceeds.

An important component of this transcriptomic profiling analysis included the identification of up-regulated marker genes not previously reported in the process of palatal fusion (*Deup1*, *Dynlrb2*, *Lrrc23*). These genes were found to be primarily enriched in expression within the palate nasal epithelium at E15.5, likely indicating the active role these specialized cells in the palate play in facilitating cell migration upon fusion of the palatal shelves. This concept of epithelial involvement in palatal fusion processes has been studied in-depth by other groups^10^. Intriguingly, two of these genes (*Deup1* and *Lrrc23*), upon single molecule in situ resolution, were found to co-localize within *Alpl*+ palatal osteogenic cells within the mesenchyme at the stage of palatal fusion, while the third (*Dynlrb2*) was also found expressed in other palatal mesenchymal cells toward the midline, which may point to a role in mesenchymal progenitor cell function. Our approach in utilizing the lower resolution spatially resolved sequencing modality for the first time in the embryonic palate was valuable to identify these three genes highly expressed within palate cell populations. However, the lack of single-molecule sensitivity inherent in this assay implied a gradient of expression beginning from the nasal epithelium and extending into the mesenchyme (Fig. 5d). 

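In the drawn E15.5 palate, spots were grouped by their distance from the nasal edge of the selection, with 13 spots at the edge, 13 in the next layer and 21 deeper. Deup1 had 109 CPM at the edge (95% interval 89.0 to 132), 26.3 (17.3 to 38.2) in the next layer and 22.5 (15.4 to 31.8) deeper. Lrrc23 had 109 (89.0 to 132), 33.1 (22.9 to 46.2) and 19.0 (12.5 to 27.7) CPM. Dynlrb2 had 104 (84.2 to 126), 20.4 (12.6 to 31.2) and 22.5 (15.4 to 31.8) CPM. It did not fall from the next layer to the deeper spots. The ratio of the edge to the next layer was 4.15 (2.70 to 6.60) for Deup1 and 3.298 (2.22 to 5.01) for Lrrc23, both beyond counting error. From the next layer to the deeper spots it was 1.16 (0.671 to 2.01) for Deup1, within counting error, and 1.74 (1.02 to 3.00) for Lrrc23. Summed over Deup1 and Lrrc23, section A had 242 CPM (201 to 291) at the edge, 114 (84.4 to 151) in the next layer and 15.7 (8.58 to 26.3) deeper, with a ratio of the next layer to the deeper spots of 7.27 (3.95 to 14.3). Section B had 284 (245 to 327), 132 (105 to 163) and 91.8 (72.2 to 115) CPM, with a ratio of 1.43 (1.04 to 1.98) from the next layer to the deeper spots. The 7 multiciliated markers summed had 293 CPM at the edge, 93.3 in the next layer and 69.0 deeper. Alpl, for comparison, was lowest at the edge, with 226 CPM against 410 and 396. Since a spot can hold cells of several types and RNA can spread between spots, these values do not separate epithelial from mesenchymal RNA. 

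**Figure D2:**
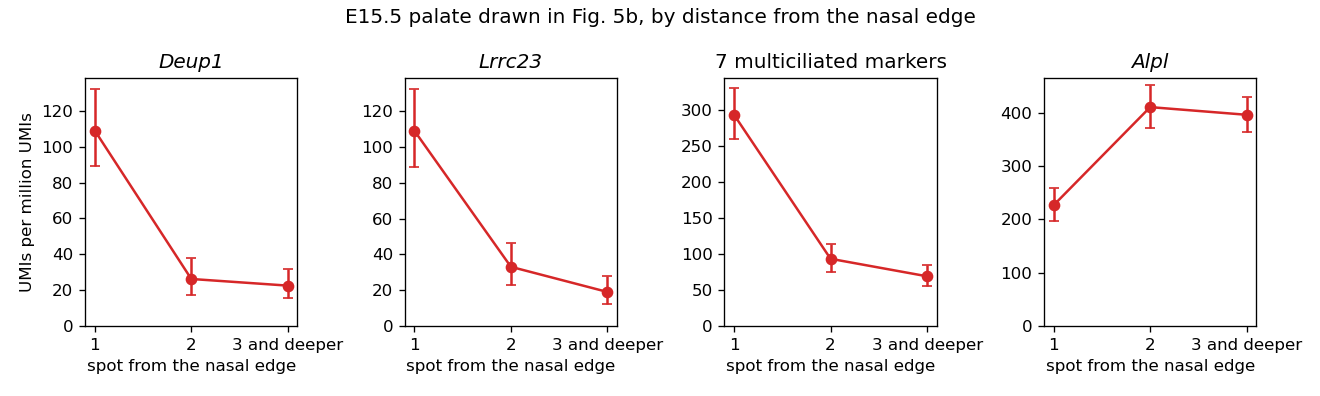
CPM of Deup1, Lrrc23, the 7 multiciliated markers and Alpl by distance from the nasal edge in the drawn E15.5 palate. Points are the sum over the spots of a layer and bars are 95% Poisson intervals. Deup1 and Lrrc23 stand at 109 in the edge layer and at 22.5 and 19.0 in the deepest.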

RNAscope Multiplex in situ hybridization was a necessary and critical extension of these findings to clarify the technical limitation and specific localization at single molecule resolution.

Prior work in palate development has largely focused on known mouse genetic models as the basis of studying genes of relevance to known causative mutations in humans. Now, with the ability to capture entire tissue-specific transcriptomes across space and time, the possibilities for discovery of relevant genes critical for palatogenesis have expanded significantly. *Deup1*, a deuterosome-mediated centrosome amplifier, has a known function of promoting multi-ciliated epithelial cell differentiation^46,47^. Now, our data suggests that its role may extend beyond epithelial cells, as *Deup1*+ palatal osteoblasts reside within condensed mesenchyme of the developing secondary palate. *Lrrc23* is a conserved component of the radial spoke, a structure which facilitates the beating motion of cilia and flagella^48,49^. *Dynlrb2* acts as one of several non-catalytic accessory components of the cytoplasmic dynein 1 complex thought to be involved in linking dynein to cargos and to adapter proteins that regulate dynein function, acting as a motor for the intracellular retrograde motility of vesicles and organelles along microtubules^50^. Notably, global knockout mouse models have been generated previously for each of these three genes, and no phenotype specific to the palate has been reported in the limited analyses performed^46,48–50^. Although, all mutant mice are viable, and two of the three (*Dynlrb2*, *Deup1*) demonstrate growth defects, which may be consistent with an ossification and / or bone growth anomaly. However, these prior reports do not provide sufficient detail to critically examine any potential functional or morphological consequences of genetic deficiency in the craniofacial complex specifically. Furthermore, it is known that patients affected with sub-mucosal cleft palate anomalies may not readily manifest phenotypically upon rudimentary physical exam^51,52^. This can be similarly true in animal models mimicking the disease phenotype. Thus, there remains a need for future studies to better understand at high resolution the direct role cilia-associated molecules such as *Deup1* and *Lrrc23* (both found co-localized to palatal osteogenic cells) may be playing in the propagation of palatal osteogenesis. Given the localization of expression of these two genes within osteogenic cells in the fusing palate, coupled with the understanding of primary cilia’s roles in craniofacial development beyond the palate, further study should investigate the role of specific bone cells (osteoprogenitors, pre-osteoblasts, osteoblasts, and osteocytes) through development and their respective cilia-mediated cell-cell interactions specific to the palate.

It is known that ablation of ciliary structural proteins can lead to inhibited osteoblast differentiation, osteoblast polarity, and an overall reduction in bone formation^53^. The pathway analyses from our bulk RNA-seq dataset, further corroborated in situ, highlight the likely functional importance of primary cilia in orchestrating the differentiation of palatal mesenchyme into palatal bone at (and likely after) the stage of fusion. This provides yet another layer of evidence in support of previous studies which have linked conserved primary cilia function and palatogenesis^54–56^. Taken together, there seems to be a strong biologic rationale in focusing on embryonic palatal osteogenesis to further explore the role of primary cilia in this process, and its potential role in the proper formation of palatal bone.

Given the timeline of osteogenic gene expression observed in our sequencing studies herein, future studies wishing to assess the functional role(s) of osteocytes in differentiating palatal mesenchyme would require studying stages beyond E15.5. This approach is dictated by the markedly low mRNA expression levels of osteocyte-specific markers that were identified in earlier palate developmental stages through bulk, single-nucleus, and spatial RNA-seq modalities. Notably, therapeutic control of osteogenic processes in vivo has been achieved and optimized previously with a targeted Wnt pathway agonist (e.g., Romosozumab, a monoclonal antibody to sclerostin) to modulate the regulatory function of osteocytes for the bolstering of bone tissue^57–59^. The possibility of transiently manipulating the regulatory signaling control exerted on proliferating and differentiating pre- and functional osteoblast cells by osteocytes may provide exciting avenues of potential therapeutic development for congenital deficiencies of craniofacial bone tissues, as our lab^60,61^ and others^62,63^ have demonstrated previously through targeting other up-stream Wnt pathway regulators. As the future of fetal and neonatal medicine includes in-utero preventive and therapeutic interventions, there is a need to continue to decipher the spatiotemporal gene regulatory networks driving normal and abnormal development to then be able to intervene safely and effectively with targeted therapeutics^8,64–67^.

In summary, this study provides for the first time a transcriptome-wide, staged developmental roadmap of temporally and spatially resolved morphogenetic cues culminating in palatal fusion. Enriched genes within the palate were identified and mapped spatiotemporally at the site of fusion, identifying the cilia associated with *Dynlrb2,* *Deup1*, and *Lrrc23* to be highly enriched in the fusing secondary palate nasal epithelium, and more surprisingly, within the mesenchyme, with *Deup1* an *Lrrc23* specifically localized within palate osteogenic cells. Importantly, by providing this dataset to the craniofacial biology community through open-access sharing of all data on FaceBase (the primary shared data source for craniofacial researchers worldwide), we aim to support and facilitate translational studies on palate development. These studies will lead to the development of gene regulatory networks and identification of important nodes for continued discovery, as well as new preclinical models of palate ossification and submucosal clefts, paving the way toward potential therapies to correct cleft palate defects in humans.

## Methods

### Animals

All animal procedures and study protocols were approved by the National Institutes of Health, National Institute of Child Health and Human Development Animal Care and Use Committee (ACUC), under Animal Study Protocol (ASP) #21-031. C57BL/6J *Mus musculus* were obtained from the Jackson Laboratory. Inbred strains of female C57BL/6 *Mus musculus* were utilized for all experiments. Healthy fertile male *Mus musculus* were mated with the same strain C57BL/6J females. Timed pregnancies were conducted via vaginal plug identification, with day 0.5 indicating the date of identification. All racks within the animal facility are individually ventilated cages (IVC) that hold micro-isolated cages. This style of racks maintains low levels of ammonia, humidity, a balanced/consistent air change and temperature within each cage. Facility staff provide Sani-Chip (Envigo T 7090M) as bedding and NIH-07 fixed formula (5018 LABDIET NIH Rat & Mouse Ration NIH-07) as the feed (both are not sterilized). Water provided is municipal tap. Each mouse cage is also provided with one cotton nesting square and 2 g of brown crinkle paper for standard enrichment. The facilities lighting cycle is 14 h (On) 6 a.m.–8 p.m., 10 h (Off) 8 p.m.–6 a.m.

### Palate dissection, single nucleus dissociation

Pregnant *Mus musculus* were sacrificed by CO_2_ inhalation and cervical dislocation. All surgical procedures were performed by using a surgical loupe (Orascoptic, Eye Zoom, ×5.5 magnification). Pregnant *Mus musculus* were placed in the supine position on a sterile, absorbent surgical pad and disinfected with 70% ethanol along the site of planned incision. An incision was made on the abdomen along the midline using small surgical scissors. A fresh microsurgical scissor was then used to carefully incise the peritoneum to expose the uterine chain. Using blunt forceps, the uterine chain was externalized. Embryos were dissected out by releasing it along the myometrium, incising at the oviduct bilaterally and the median uterine horn ligament attachment. Whole embryos were transferred into ice-cold sterile PBS in a 10 cm Petri dish. Each embryo was carefully dissected out from the uterus and extra-embryonic amnion and chorionic tissues then transferred to a new 10 cm culture dish with fresh ice-cold PBS. A blunt forceps was used to hold each embryo and by using a small fine microsurgical scissor, an incision was made on bilateral oral commissures, allowing for extended opening of the mandible and clear vision of the palate cranially. Careful microdissection of the palatal shelves only from respective embryonic stages was performed, with noted potential extra-palatal tissue contamination due to surgical imprecision. Pooled littermates (*n* = 3 biological replicates per sample) of each respective stage were utilized for either total RNA isolation (E13.5, E14.5, E15.5, E16.5, P0) or single-nucleus dissociation (E13.5, E15.5) (10× Genomics).

### Total RNA isolation, bulk RNA-sequencing

Dissected palatal shelves from E13.5, E14.5, E15.5, E16.5, and P0 were used for bulk RNA sequencing. Secondary palate tissue samples from 3 embryos were pooled into 1.5 mL tubes and placed immediately on dry ice and stored in −80 °C. For each stage of analysis, three technical replicates and three biological replicates were included for sequencing. Tissues were homogenized using biomasher II. mRNA was extracted and purified using Macherey Nagel™ NucleoSpin™ mini kit. 1–4 μg of total RNA samples were purified with PolyA extraction, and then purified mRNAs were constructed to RNA-Seq libraries with specific barcodes using illumina TruSeq Stranded mRNA Library Prep Kit. All the RNA-Seq libraries were pooled together and sequenced using illumina NovaSeq to generate approximately ~40 million 2 × 100 paired-end reads for each sample. The raw data were demultiplexed and analyzed further. Raw sequence reads were processed using lcdb-wf v1.9rc (lcdb.github.io/lcdb-wf/) according to the following steps: Raw sequence reads were trimmed with cutadapt v3.4^68^ to remove any adapters while performing light quality trimming with parameters ‘-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -q 20 –minimum-length = 25.’ Sequencing library quality was assessed with fastqc v0.11.9 with default parameters. The presence of common sequencing contaminants was evaluated with fastq_screen v0.14.0 with parameters ‘–subset 100000 –aligner bowtie2.’ Trimmed reads were mapped to the Mus musculus reference genome (GENCODE m18) using HISAT2 v2.2.1^69^. Multimapping reads were filtered using samtools v1.12^70^. Uniquely aligned reads were then counted in genes with the featureCounts program of the subread package v2.0.1 using Mus musculus reference (GENCODE m18) annotations^71^. Differential expression was performed using raw counts provided to DESeq2 v1.34.0^72^ with the following modifications from lfcShrink default parameters: type = “normal” and lfcThreshold=1. A gene was considered differentially expressed if the false discovery rate (FDR) was <0.1 (default for DESeq2 for the statistical test that magnitude of the log2FoldChange is >1 (lfcThreshold = 1)). Patterns of expression profile were computed and plotted using the function degPatterns from DEGreport v1.30.0 (http://lpantano.github.io/DEGreport/). Functional enrichment was performed for GO Biological Process, Cellular Component, and Molecular Function using the ClusterProfiler v 4.2.0 function go.enrich^73^.

### Single-nucleus RNA+ATAC sequencing (multiome-RNA+ATAC-seq, 10x genomics)

Samples were mechanically broken into single-nuclei suspensions following the manufacturer’s instructions for Nuclei Isolation from Complex Tissues for Single Cell Multiome ATAC + Gene Expression Sequencing (10X Genomics—protocol CG000375). After isolation, the nuclei integrity was accessed under a microscope and counted using the CellDrop (Denovix) and acridine orange (AO) and propidium iodide (PI) as dye. Transposition and Gel Bead-in-Emulsion (GEM) generation, using a Chromium Single Cell Multiome ATAC + 3′ Gene Expression following the manufacturer’s instructions (10x Genomics—protocol CG000338 Rev F) were performed, aiming for a total of 10,000 nuclei per sample. In brief, the nuclei were transposed in a bulk solution using Tn5 transposase with sequencing adapters that were pre-loaded. The transposed nuclei were loaded onto a microfluidic chip to create GEMs. The gel beads contained two types of oligos that were used for snRNA-seq and snATAC-seq. The mRNA was reverse transcribed and underwent template switching and transcript extension to produce barcoded cDNA. The snATAC-seq oligo was formed of a partial Illumina primer sequence, a 10X barcode, and a spacer that allowed the barcode to attach to the adapter-tagged DNA fragments. The GEMs were broken using a recovery agent to produce a bulk pool of barcoded molecules. The pre-amplified product was then split into portions available for snRNA-seq and snATAC-seq library construction. P5, i7, and P7 sequences compatible with Illumina bridge amplification were added to the DNA fragments through PCR to produce snATAC-seq libraries. Additional amplification of the cDNA was performed on the snRNA-seq samples before proceeding to fragmentation, end repair, A-tailing, and ligation. A sample dual index PCR was used to add the P5, i5, i7, and P7 sequences to the final snRNA-seq library. Sequencing was performed on the Illumina NovaSeq 6000 at the Molecular Genomics Core (NICHD).

### Single-nucleus RNA+ATAC-seq bioinformatics analysis

Raw fastqs were aligned to mm10 genome build using the standard Cellranger multiomics settings and imported to ArchR (v.1.0.1). Doublets were identified and filtered, and cells were filtered for minimum 4 TSS enrichment, 2500 fragments per cell. Dimensionality reduction was performed using LSI based on the cell-by-fragment matrix and cell-by-gene matrix, and clusters were identified. Peaks were called based on original clustering, discarding reads from promoters (2500 bp ± TSS) and exons. Cluster assignments were confirmed using canonical marker genes based on gene expression, and gene ontology enrichment of marker genes identified using getMarkerFeatures function of ArchR. Statistical significance and strength of enrichments were determined using a *t*-test, grouping cells by cluster. Detailed scripts of analysis can be found on the Cotney Lab GitHub (https://github.com/emmawwinchester/mousepalate).

### Fluorescent multiplex mRNA in situ hybridization (RNAscope)

Mouse embryos were collected in biological triplicates at E13.5, E14.5, and E15.5 and fixed in 10% formalin for 24 h. Samples were then processed to paraffin embedding and were sectioned at 5 µm on a microtome. RNAscope multiplex fluorescent v2 assay (Advanced Cell Diagnostics, 323100) was used for in situ hybridization according to the manufacturer’s instructions with a modified pretreatment custom reagent for antigen retrieval. Positive and negative control probes were employed with assistance from Advanced Cell Diagnostics’ Professional Assay Services to ensure quality and reproducibility of RNA assays in our embryonic mouse FFPE samples. Marker probes from Advanced Cell Diagnostics for *Col1a1* (Cat. #319371), *Sparc* (Cat. #466781-C2), *Runx2* (Cat. #414021-C3), *Sost* (Cat. #410031-C4), *Alpl* (Cat. #441161-C4), *Deup1* (Cat. #805591-C2), *Dynlrb2* (Cat. #1243011-C3), and *Lrrc23* (Cat. #1243001-C3) were used in this study. Representative serial slides were also stained with hematoxylin and eosin (H&E) for histomorphometry context. The fluorescent slides were imaged on an AxioScan.Z1 slide scanner (Zeiss) with Plan-apochromat ×40/0.95 objective in five fluorescent channels (DAPI, FITC, Texas Red, Cy5, Cy7).

### Spatial RNA sequencing (spRNA-seq, 10x Genomics, Visium)

All steps from 10X Genomics’ FFPE Visium Spatial workflow were followed. In brief, spatial RNA sequencing (spRNA-seq) slides are coated with an array of poly-T primers, which encode unique spatial barcodes. These barcodes contain thousands of encoded oligonucleotides within a catchment frame of 6.5 × 6.5 mm. The oligonucleotides are selectively hybridized with the 3’ end of mRNA eluted upon tissue permeabilization, enabling scRNA-seq-like mRNA sequencing with the individual barcode spots replacing the individual suspended cells. Each barcoded spot on the slide is ~55 µm in diameter, which is predicted to capture ~10 cells per spot. FFPE tissue was sectioned directly onto the barcoded slide, H&E stained, and then underwent enzymatic permeabilization, which allowed for mRNA release and subsequent capture by primer-coated slides. These mRNA molecules are visualized through the incorporation of fluorescent nucleotides into the complementary DNA (cDNA) synthesis process. The resolution of unique spatial barcoding in situ allows the matching of RNA abundance with the original spatial location in the tissue section, providing a whole-transcriptome RNA-sequencing with 2-dimensional spatial relation. All differential spatial sequencing analyses were conducted using the 10X Genomics Loupe Browser (Version 6) using the standard manufacturer recommendations and protocol.

### Statistics and reproducibility

All experiments were performed using at least *n* = 3 biological and *n* = 3 technical replicates. Statistical significance and strength of enrichments was determined using *t*-test, grouping cells by cluster. A gene was considered differentially expressed if the false discovery rate (FDR) was <0.1 (default for DESeq2 for the statistical test that magnitude of the log2FoldChange is >1 (lfcThreshold = 1)). No data were excluded from analyses. No statistical method was used to predetermine the sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All results and analysis data are available in the main text or the supplementary materials. Additional information and materials are available from the corresponding author upon reasonable request. All sequencing data reported in this paper are deposited in GEO under the SuperSeries GSE205449.

# Supplementary material for: Multimodal spatiotemporal transcriptomic resolution of embryonic palate osteogenesis
**Source:** Nat Commun. 2023 Sep 14;14:5687. doi: 10.1038/s41467-023-41349-9
**Supplement:** Supplementary file 1 — Supplementary Information

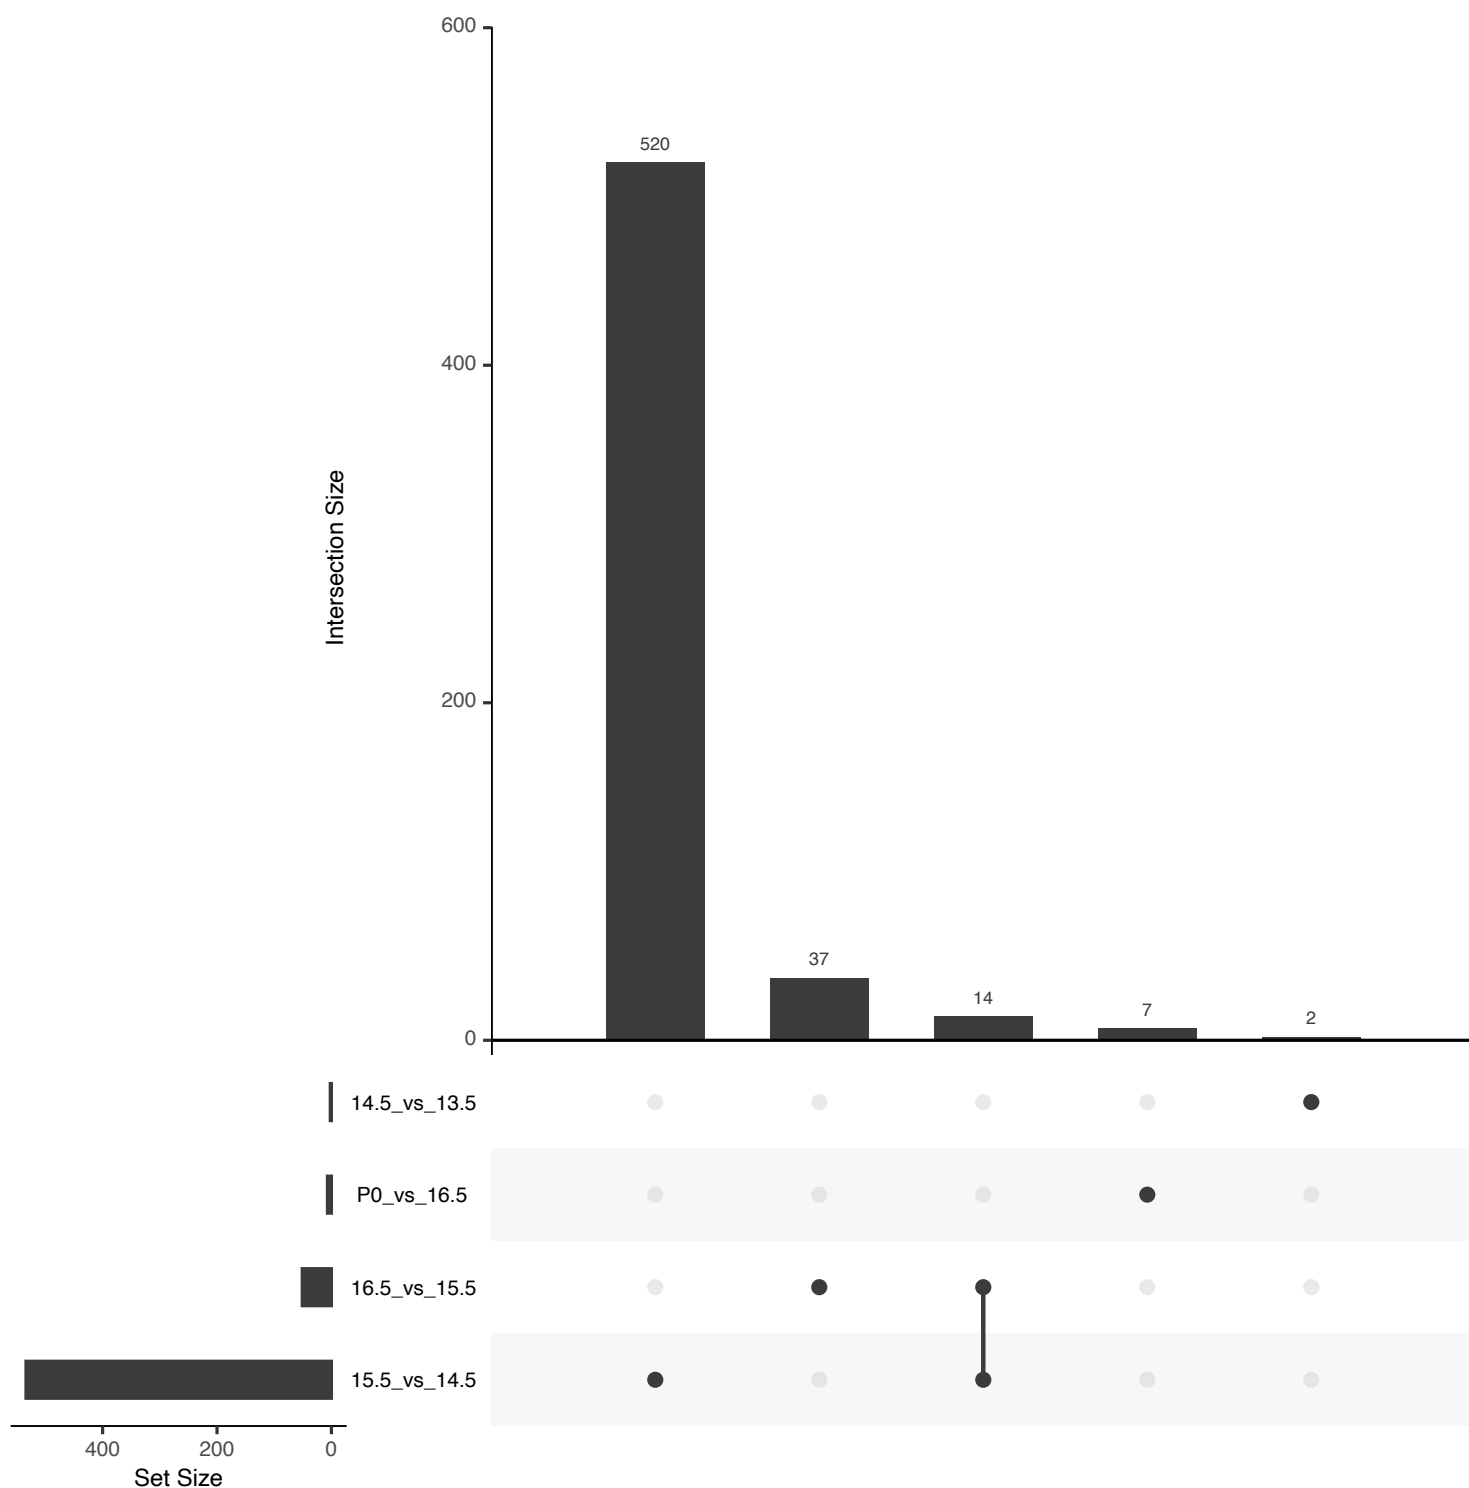

**Supp. Fig. 1. Staged differential expression analyses identify E14.5-E15.5 transition as greatest overall shift in gene expression.** Up-set plot of all staged comparisons conducted for differential expression analysis (n=3 biological replicates and n=3 technical replicates for each developmental stage analyzed). Closer investigation of the stage of palatal fusion (E14.5-E15.5) demonstrated the greatest shift in overall gene expression compared to all other staged comparisons.

\*Intersection size indicates number of differentially expressed genes in each staged comparison.

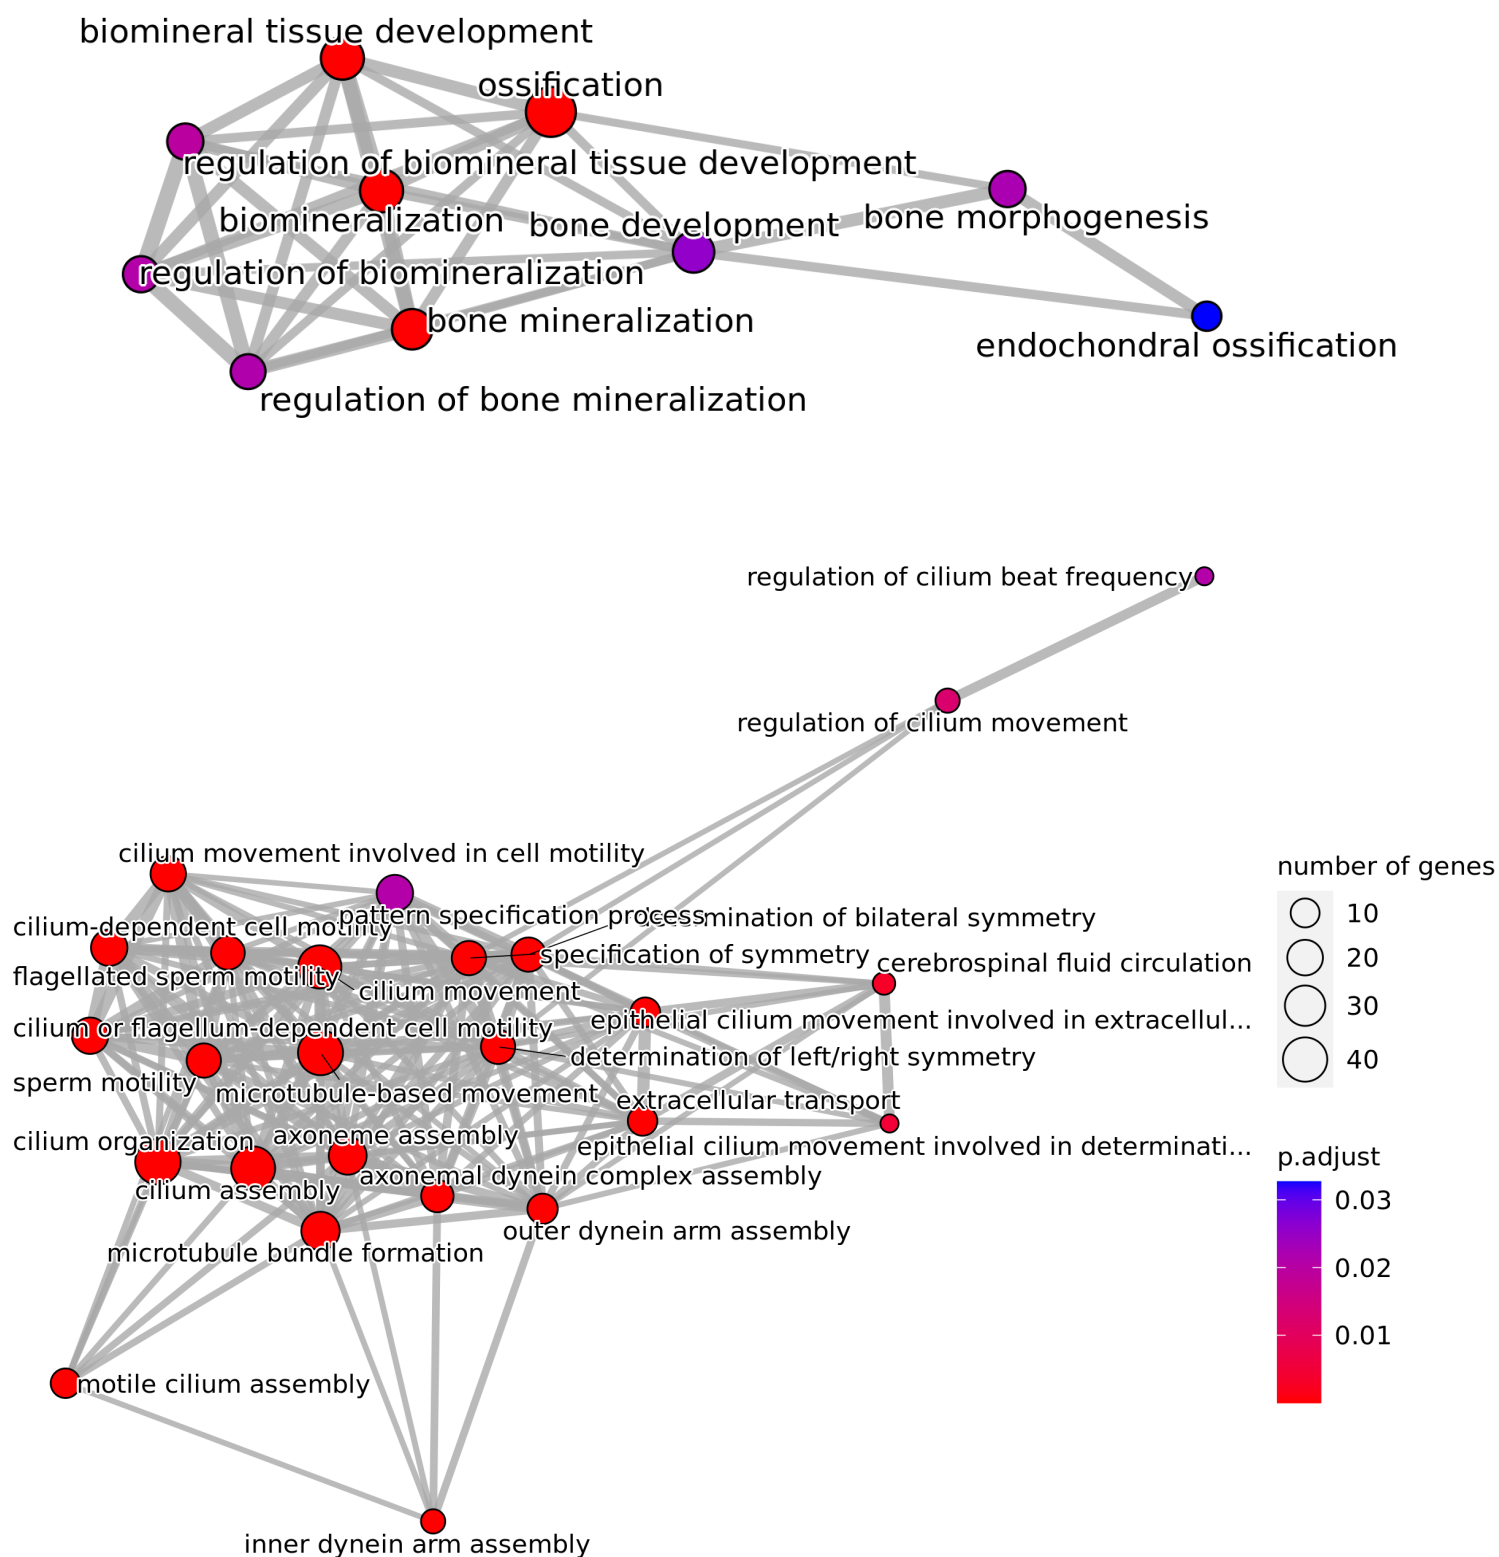

**Supp. Fig. 2. Functional Enrichment Analysis from E14.5 vs E15.5 highlights bone morphogenesis and cilia development as key processes at this timepoint.** Functional enrichment analyses from GO Biological Processes database corroborated gene patterning associations based on stage-specific signatures identified from single genes.

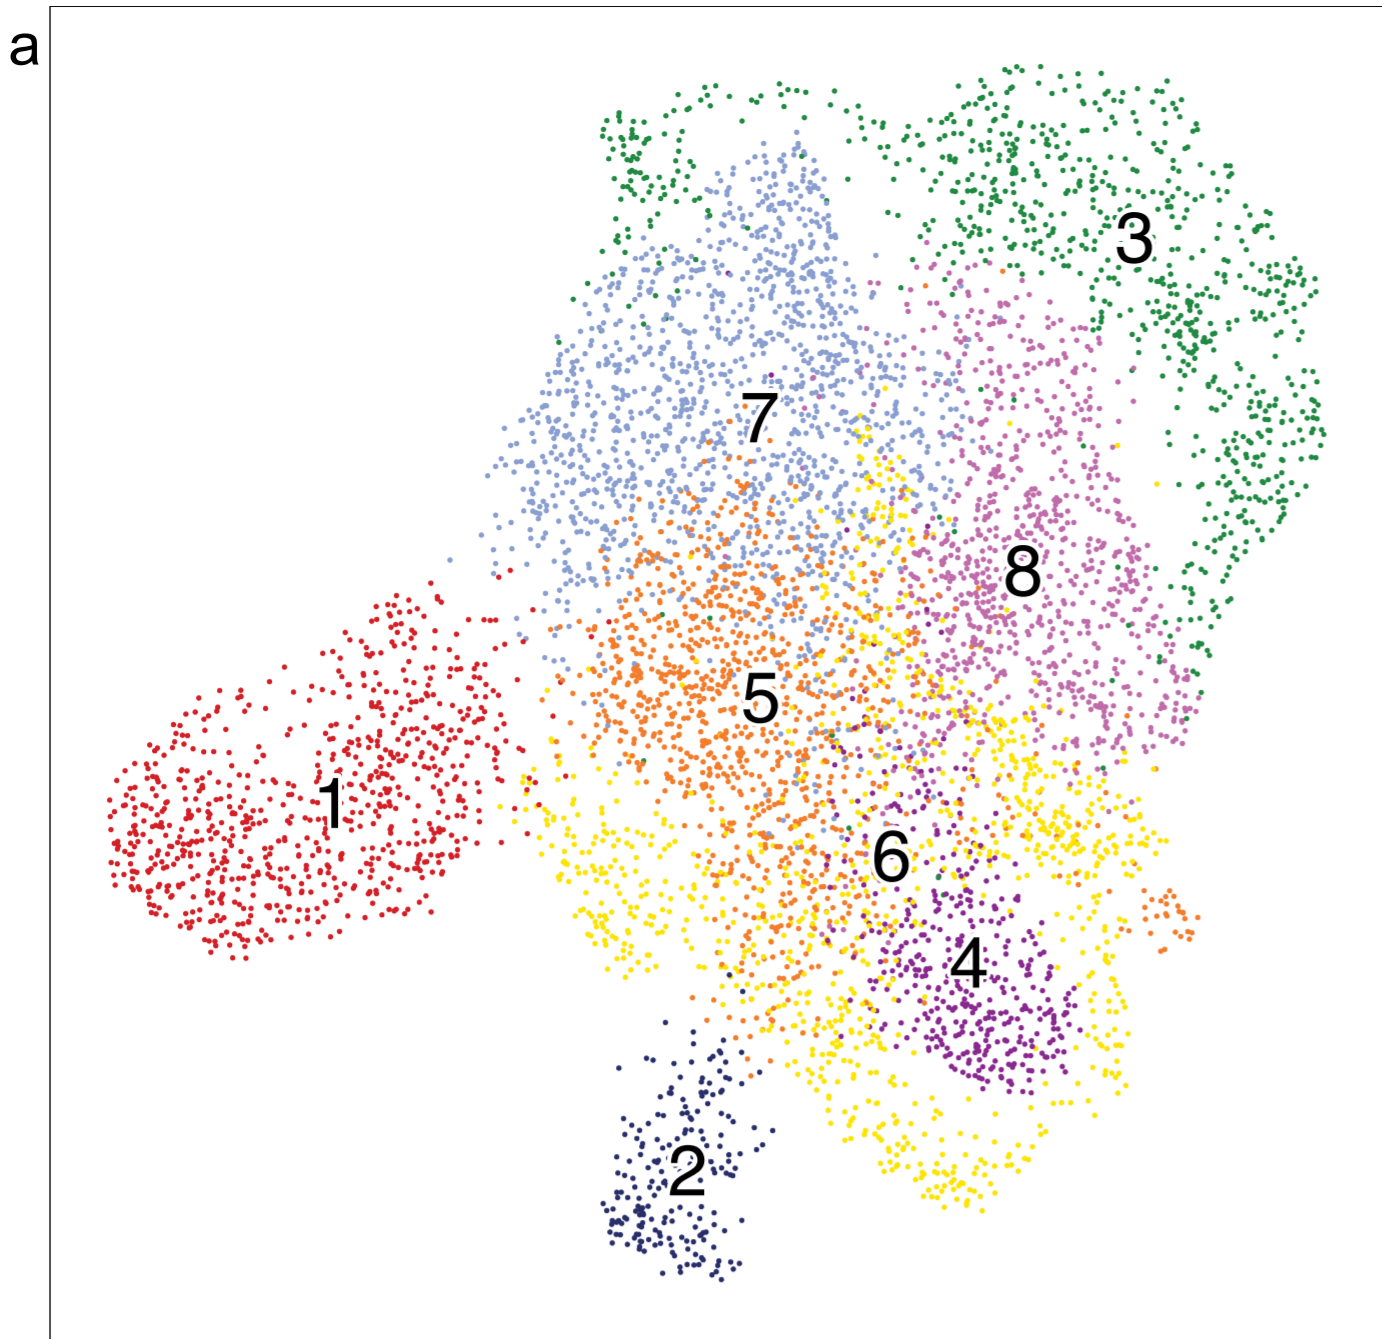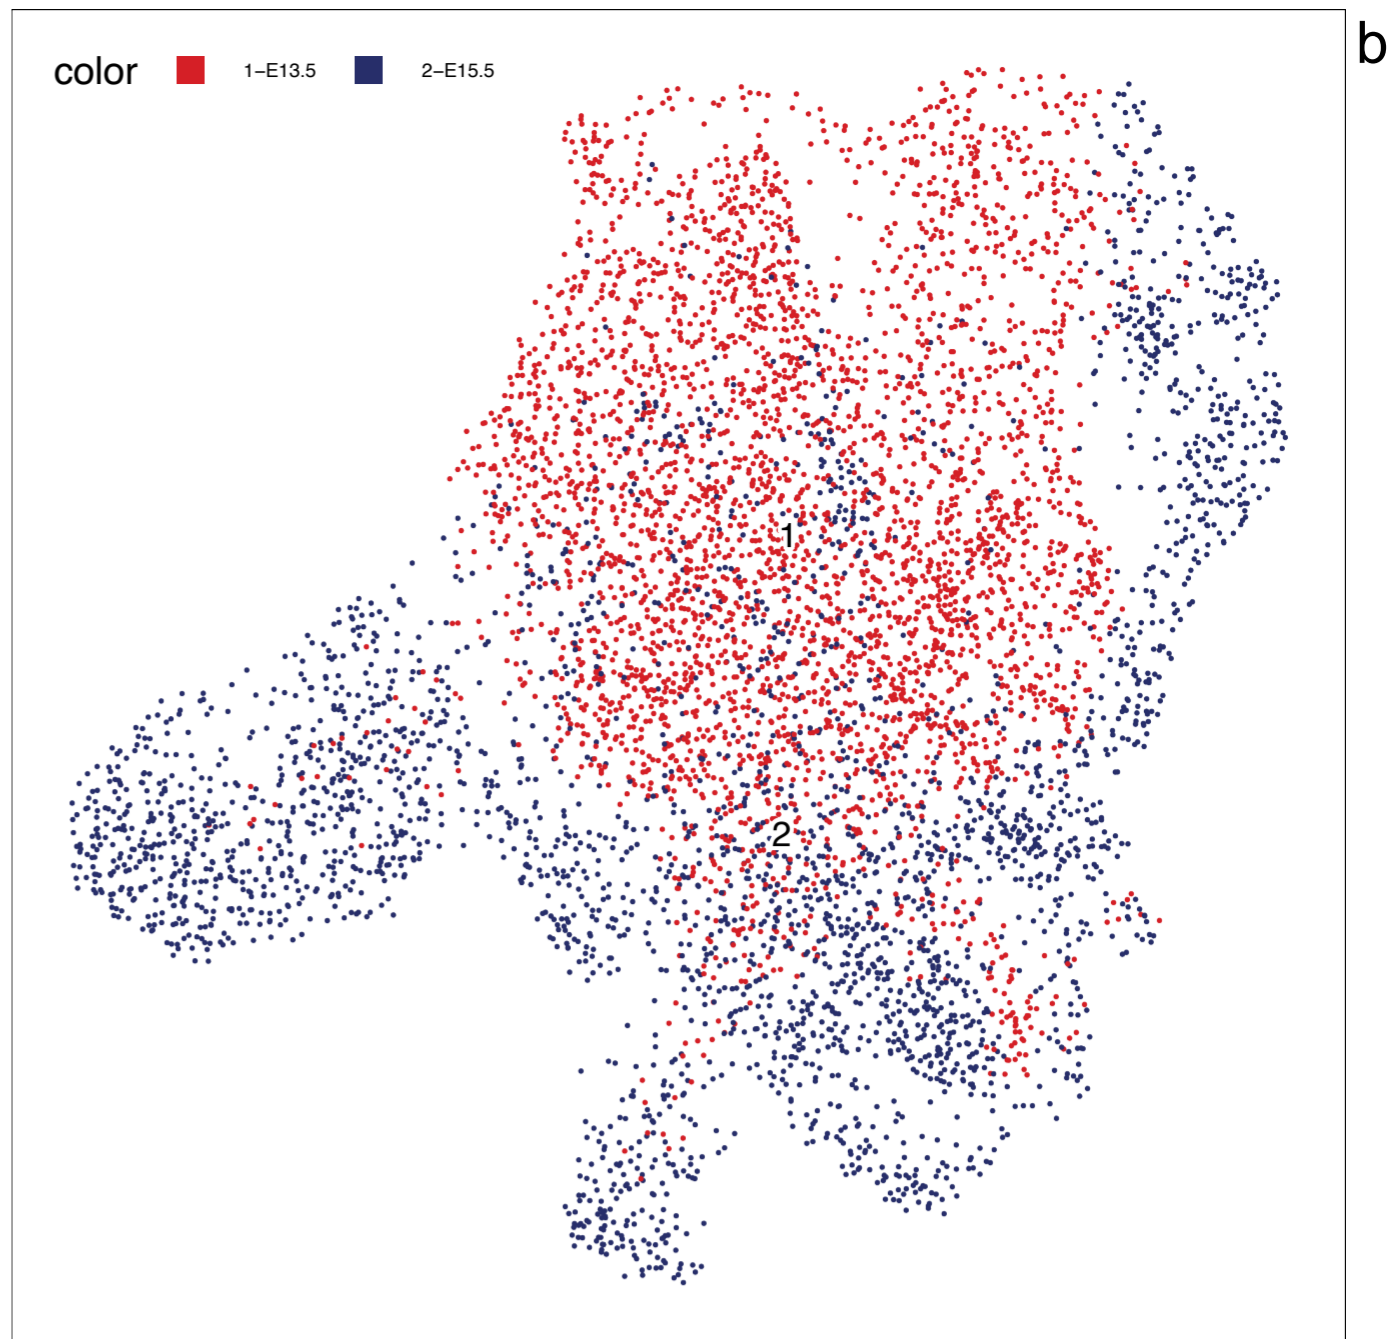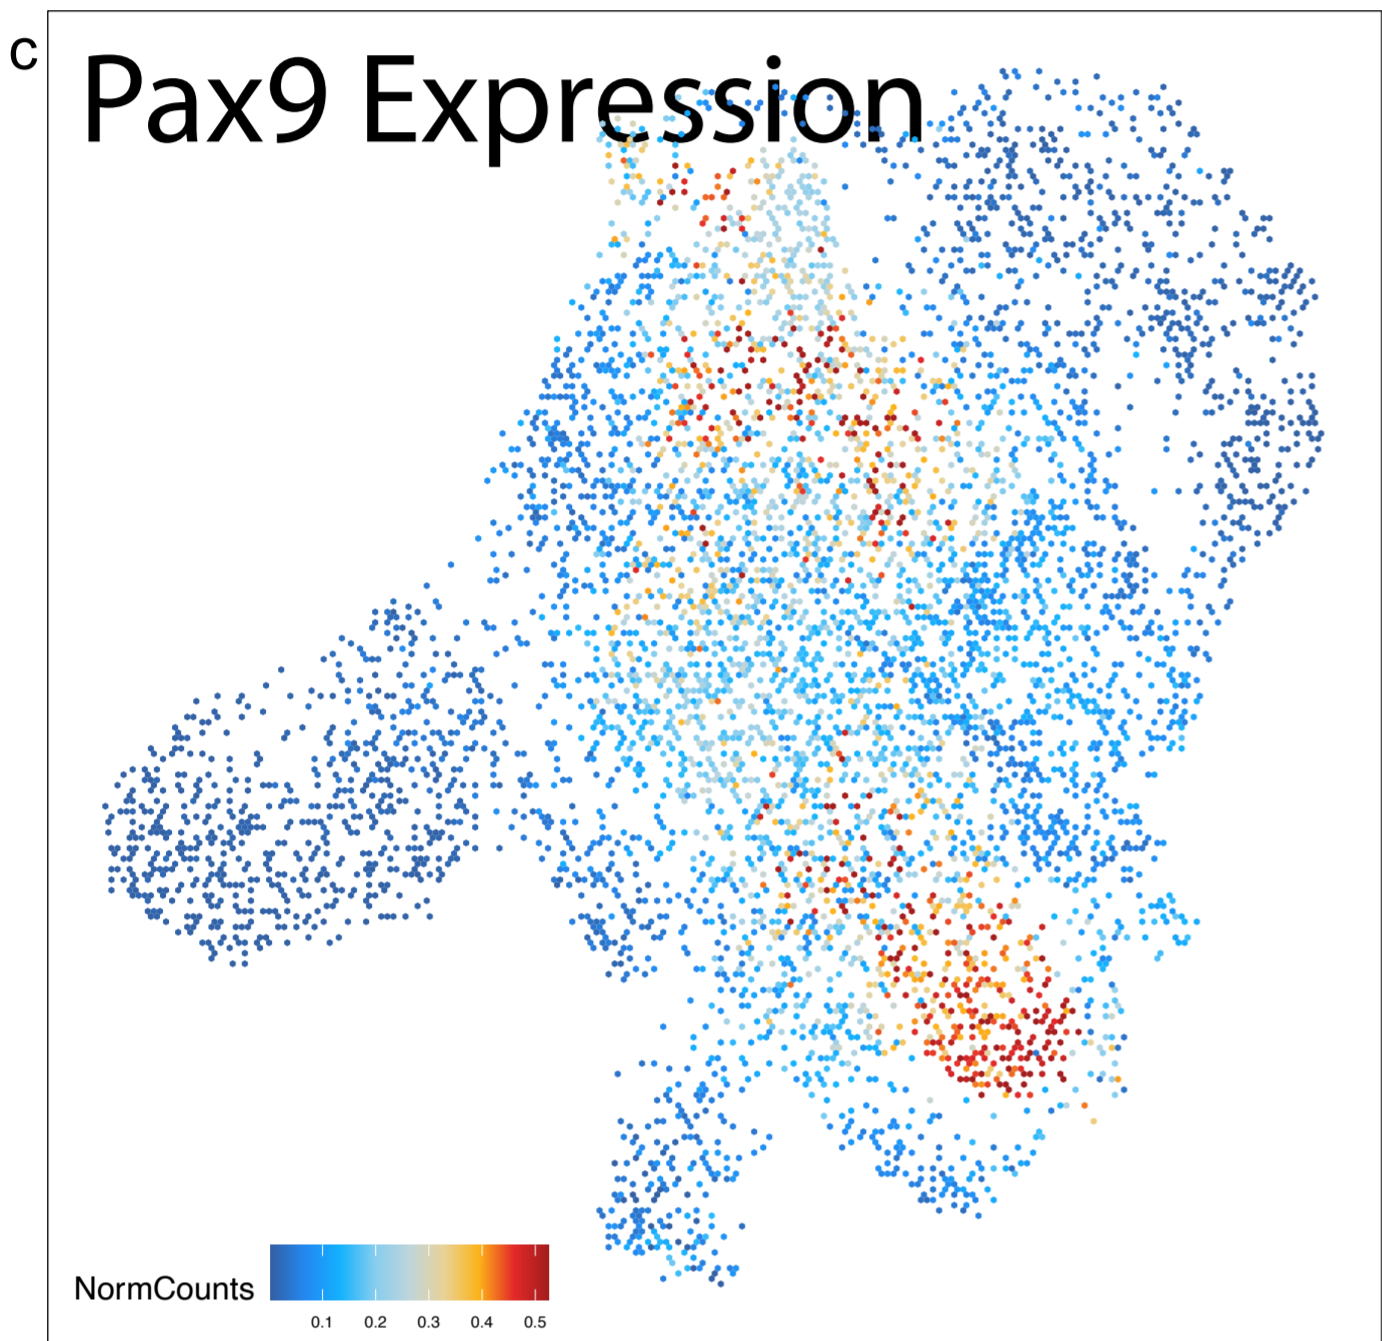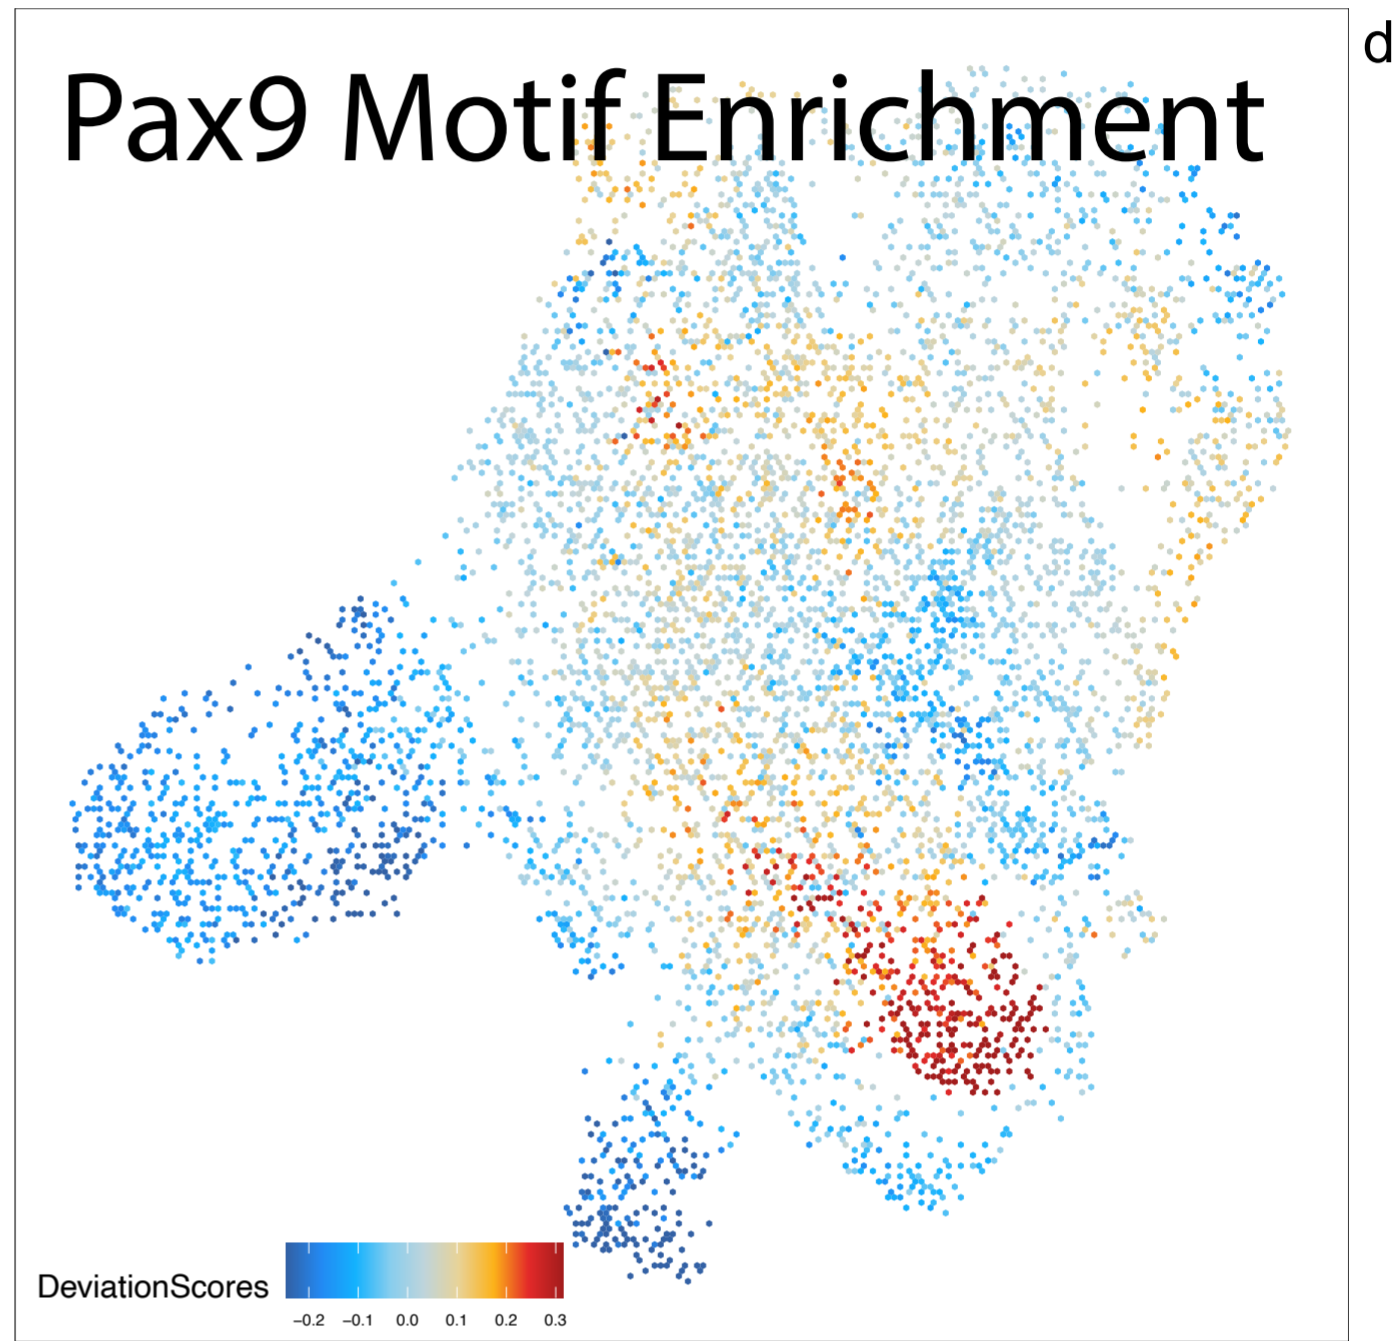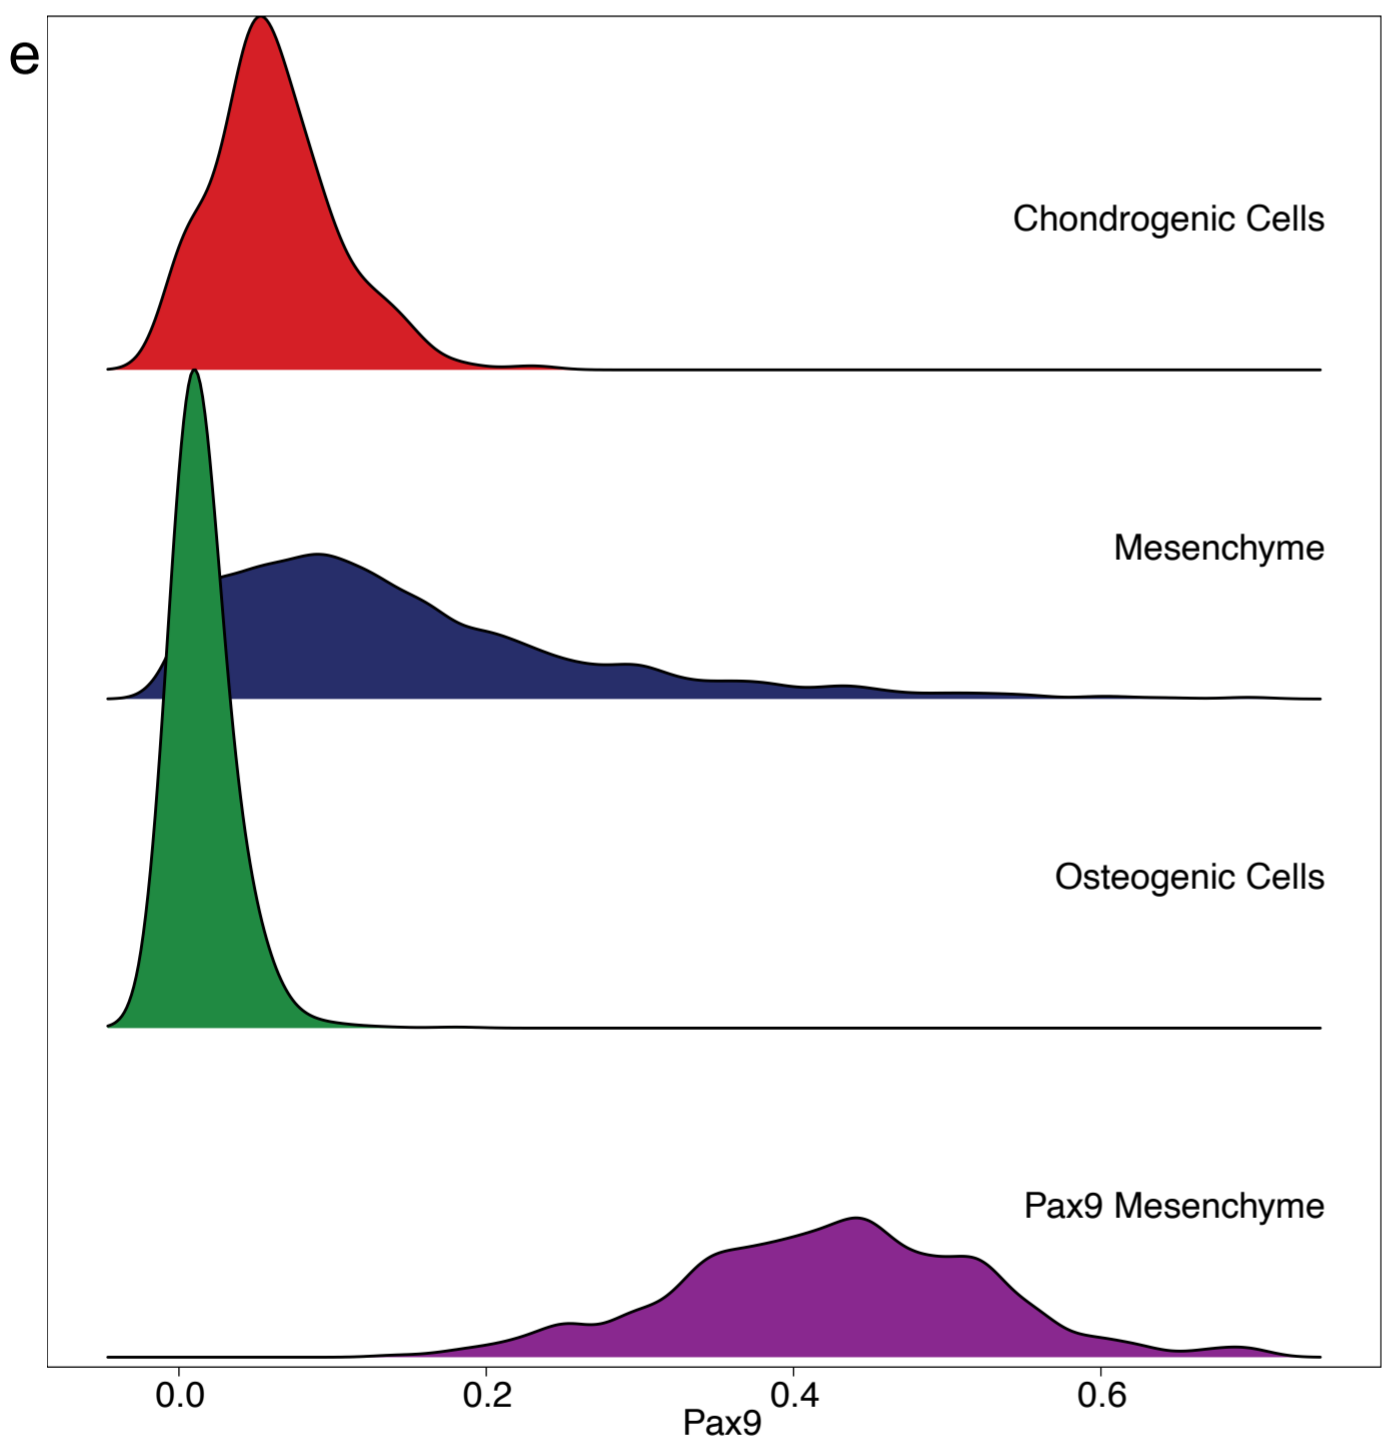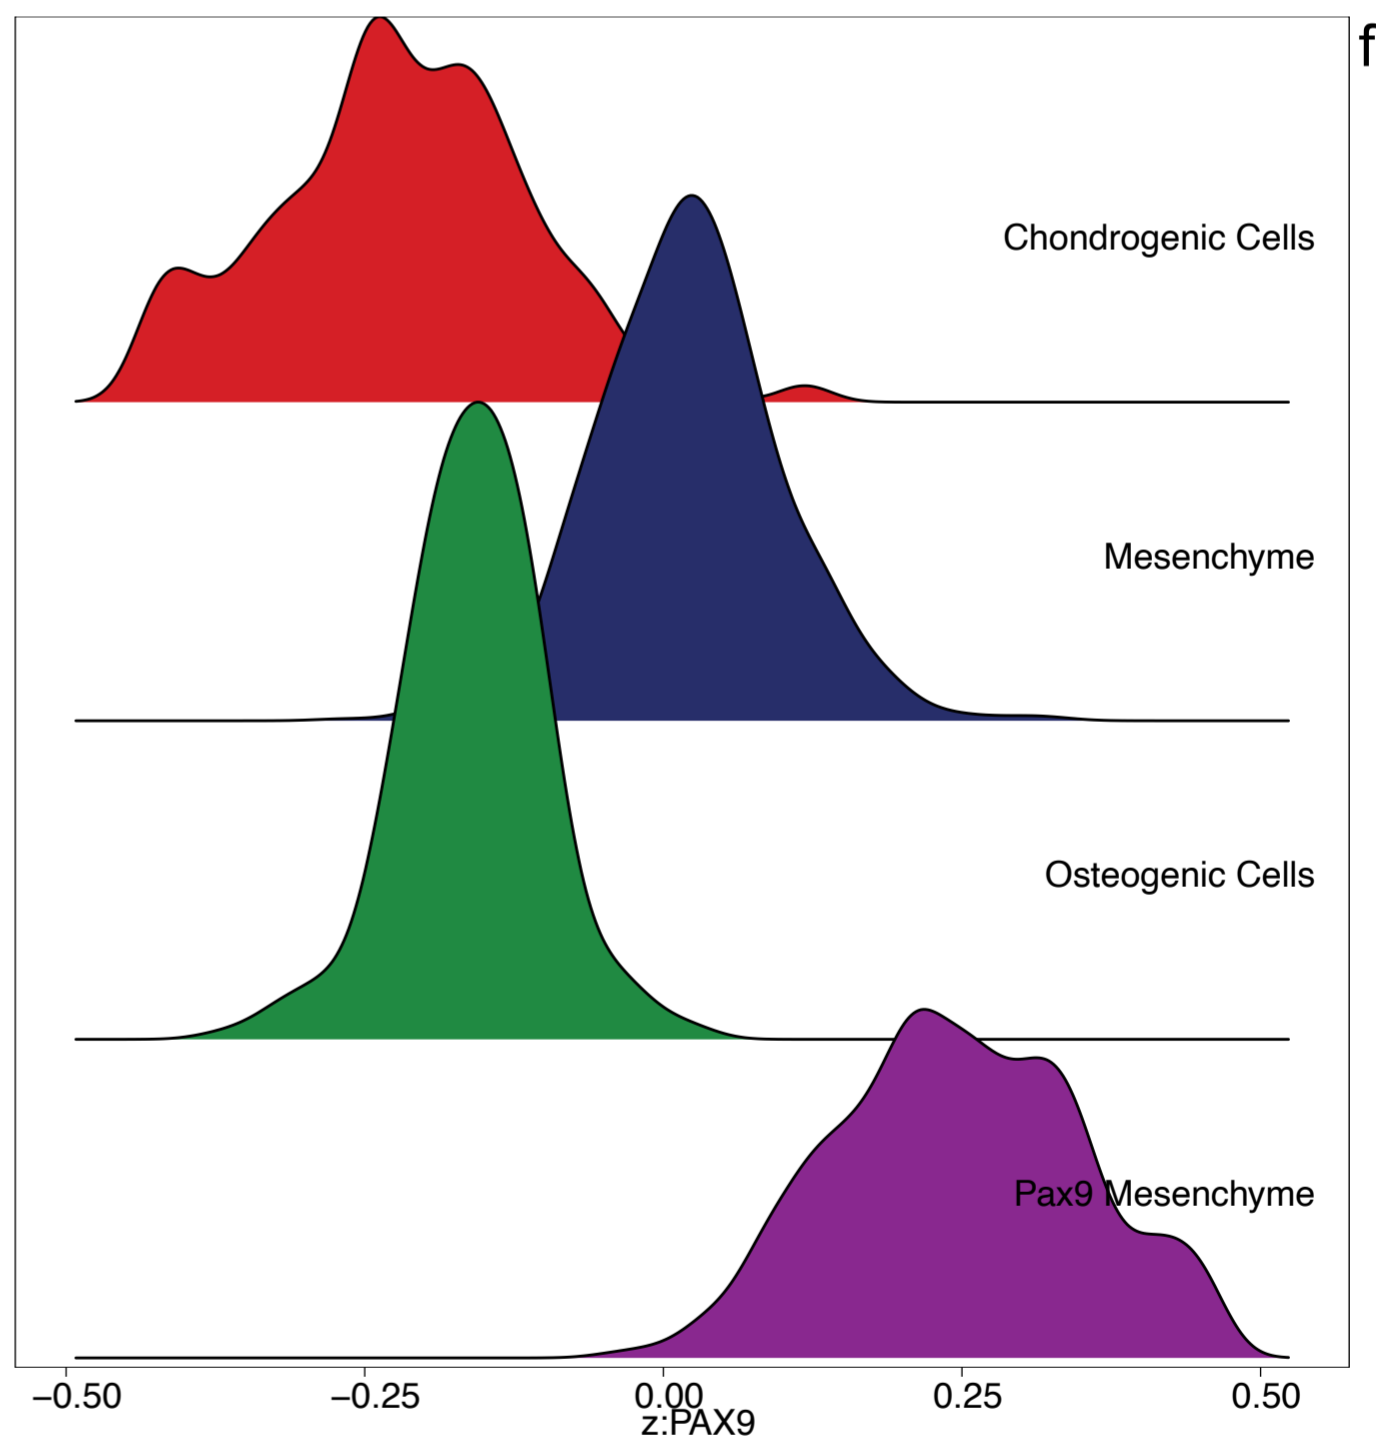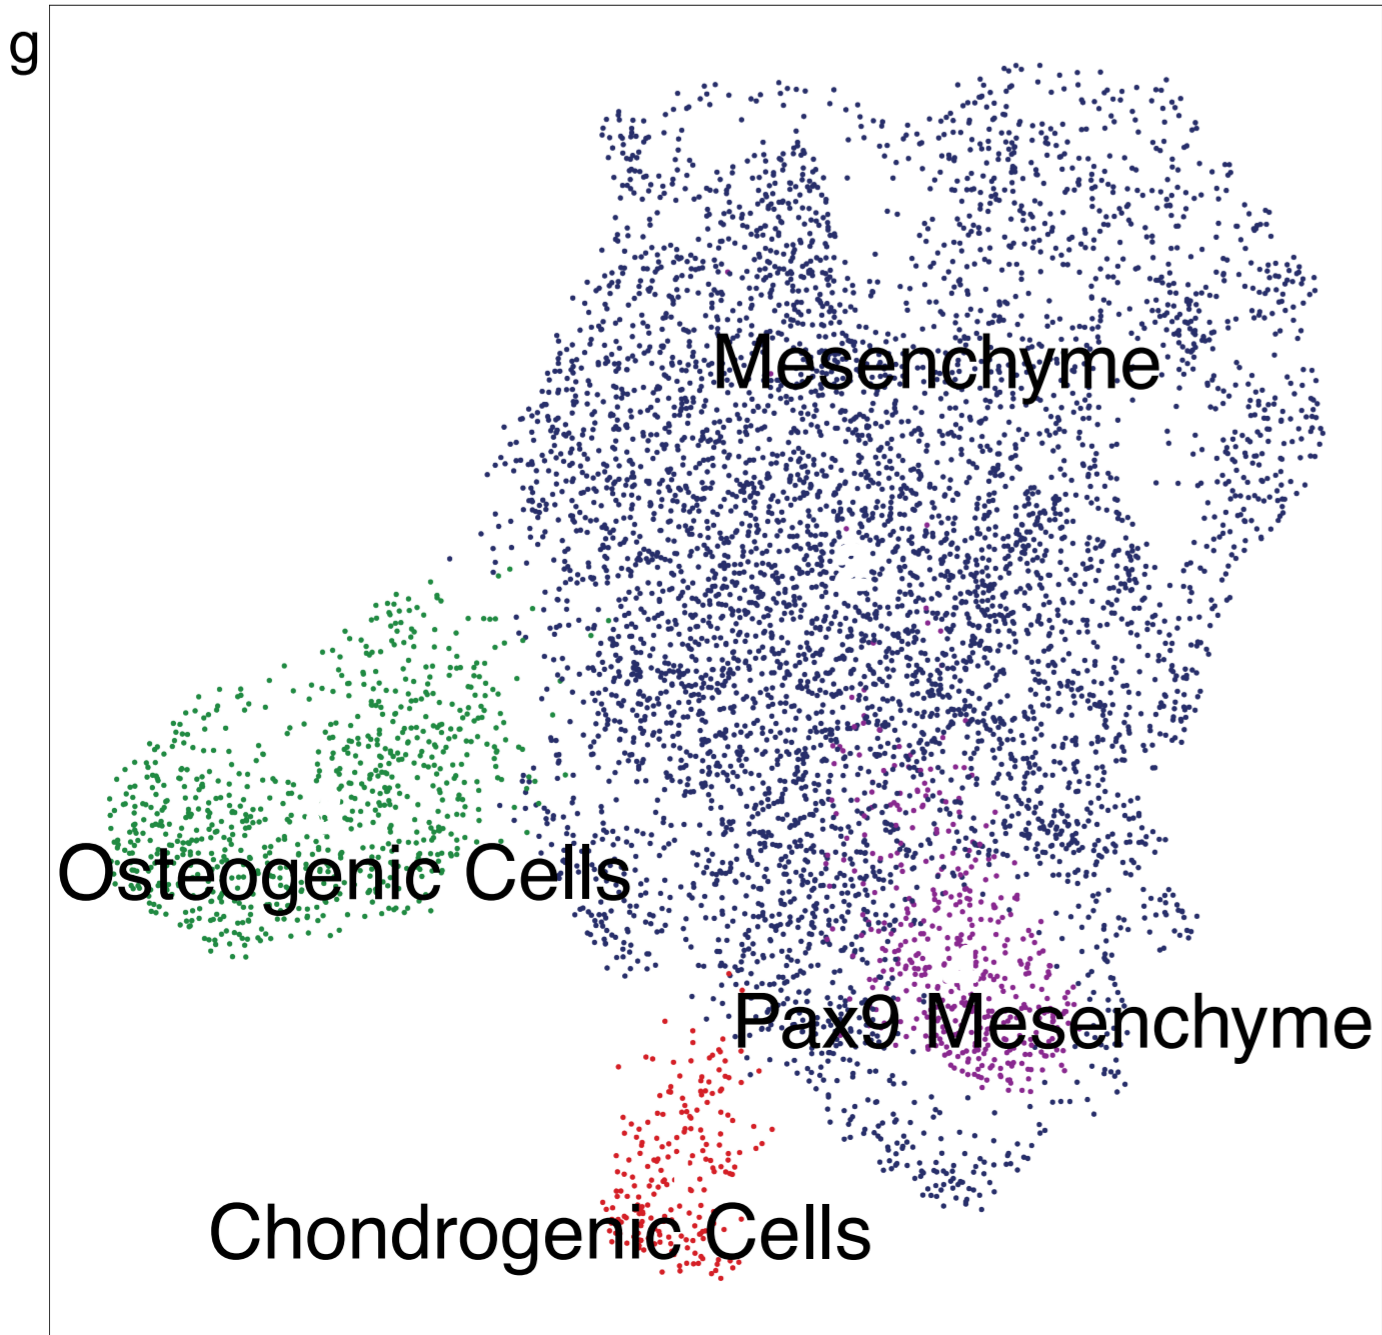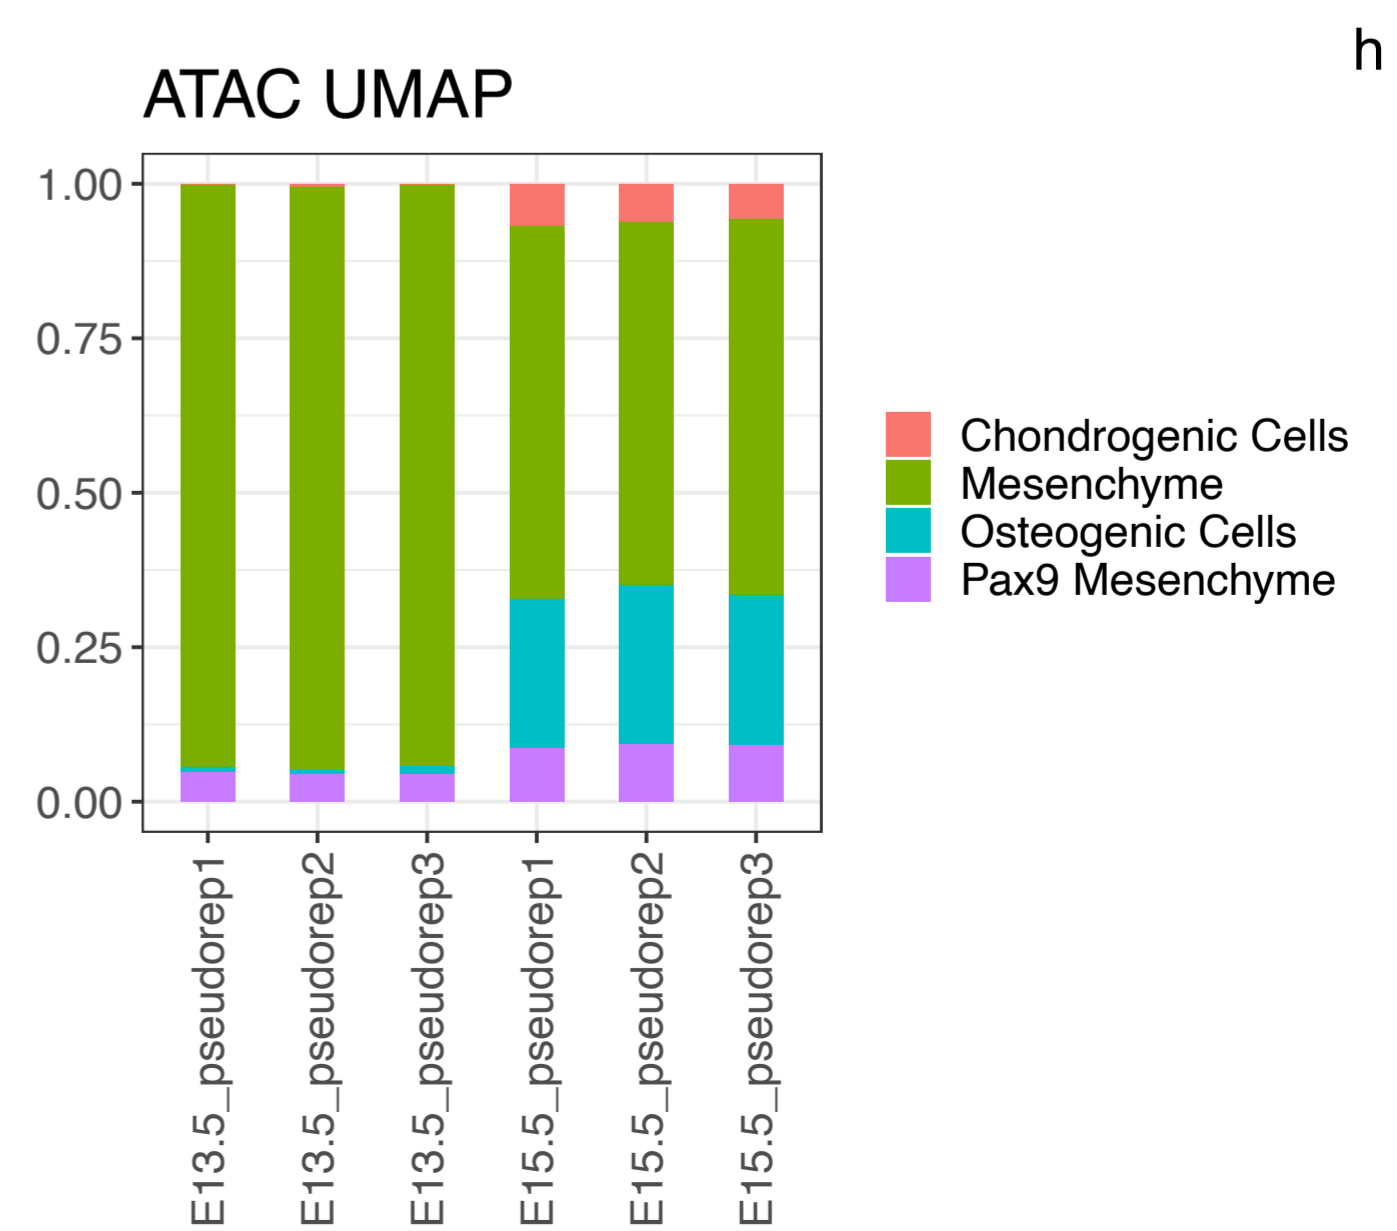

Supp. Fig. 4. Sub-clustering of mesenchymal cells from single-nucleus RNA+ATAC-seq experiments revealed novel *Pax9*<sup>+</sup> cell type. (A-B). Initial UMAP projection of re-clustering based on separate analysis of isolated mesenchymal cells. Overlaid with cluster annotation (A) and contributing sample (B). (C-D) UMAP projection as in (A) overlaid with deviation scores of enrichment of *Pax9* motif within marker peaks for each cell type. (E-F) Ridgeplot of chondrogenic, mesenchyme, osteogenic, and *Pax9*<sup>+</sup> mesenchyme cell types. G) UMAP projection as in (A) overlaid with cluster annotations. H) Pseudo-replicate cell type proportion plot of ATAC output from all samples analyzed.

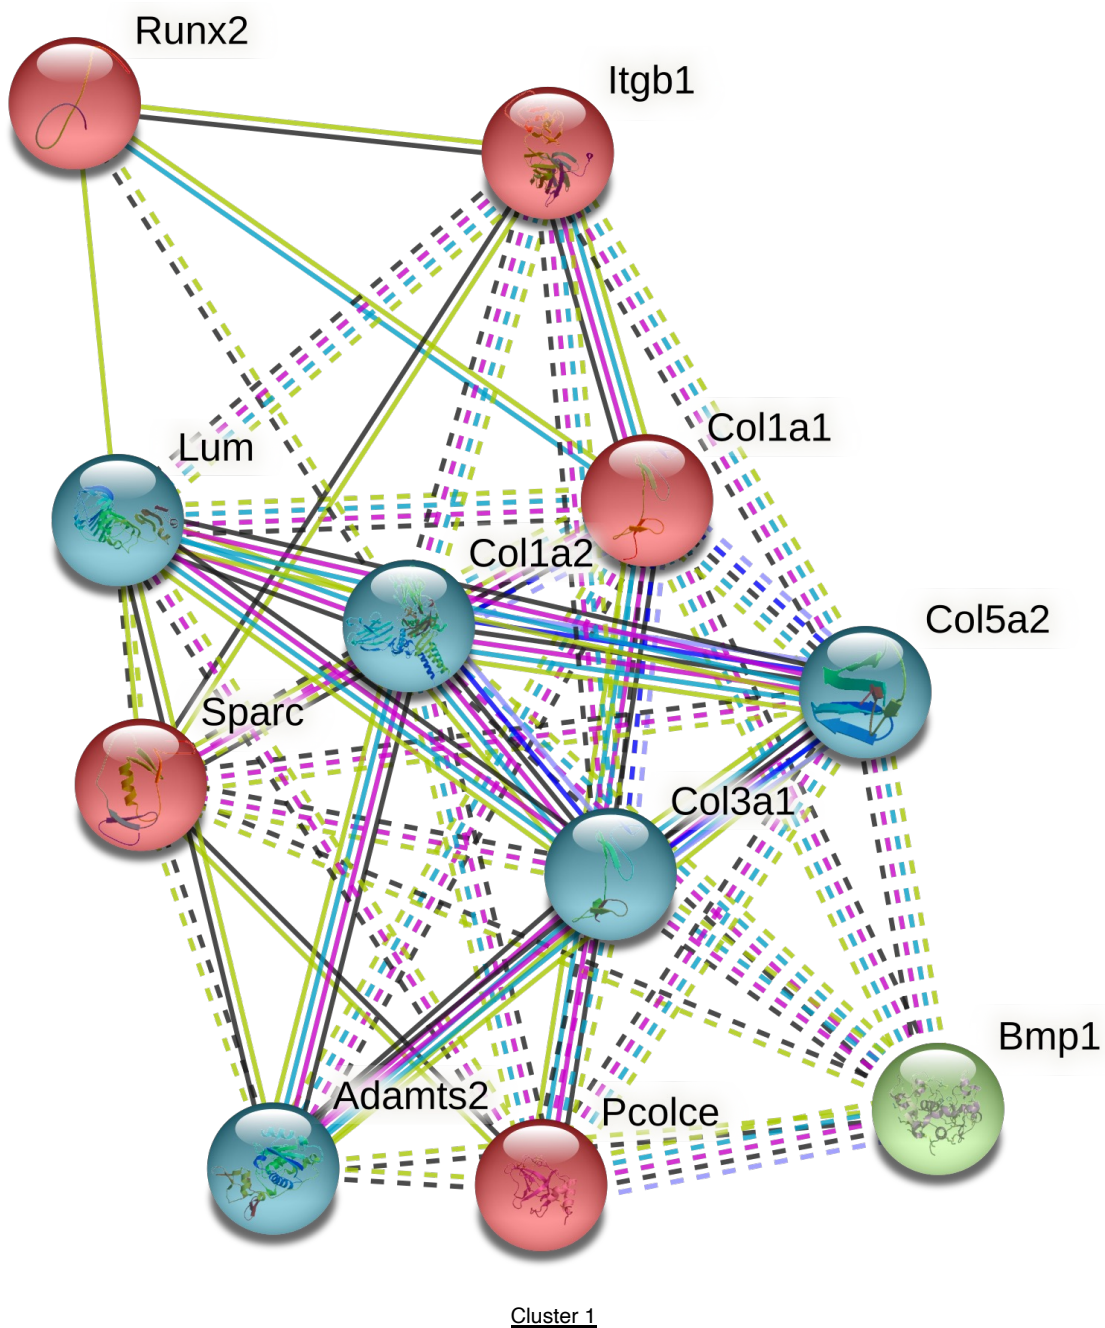

Tissue Expression Database: **Osteoblast [BTO:0001593]**  
(Col1a1, Sparc, Runx2)

#### Node Color

*colored nodes:*  
*query proteins and first shell of interactors*

*white nodes:*  
*second shell of interactors*

#### Node Content

*empty nodes:*  
*proteins of unknown 3D structure*

*filled nodes:*  
*some 3D structure is known or predicted*

#### Known Interactions

*from curated databases*

*experimentally determined*

#### Predicted Interactions

*gene neighborhood*

*gene fusions*

*gene co-occurrence*

#### Others

*textmining*

*co-expression*

*protein homology*

Supp. Fig. 5. From String Consortium Database, K-means clustering highlights osteoblast markers with common interactions with high strength of association (2.41) and low false discovery rate (1.20e-06).

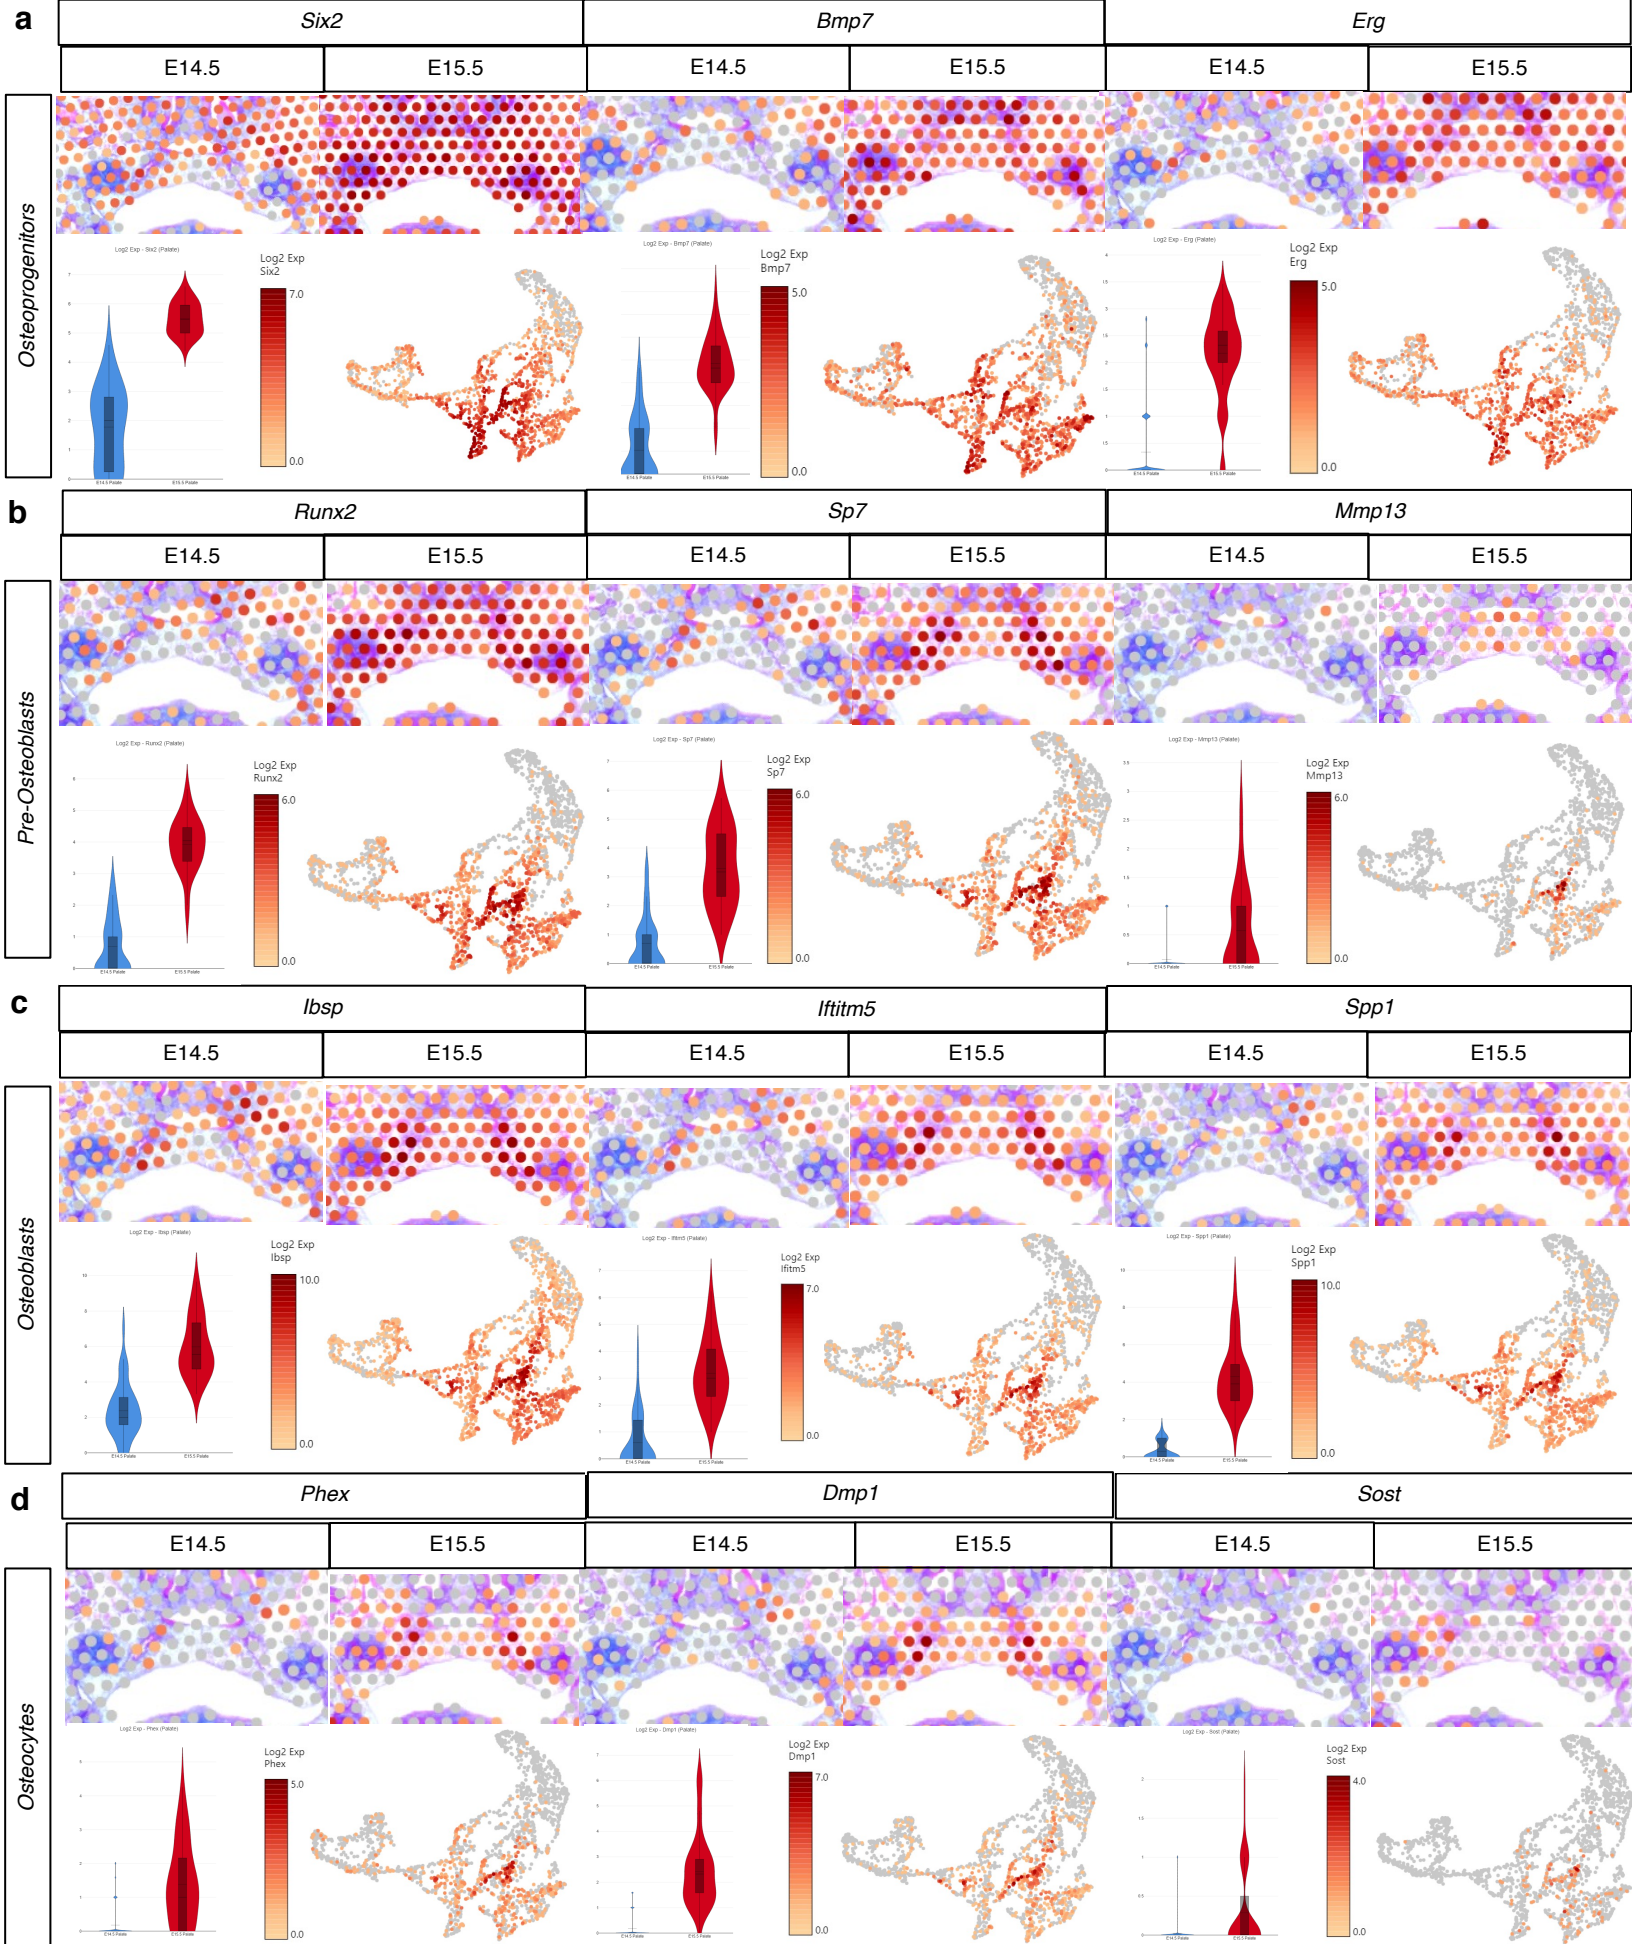

**Supp. Fig. 6. *In vivo* spRNAseq confirms temporal increase in osteogenic markers and provides spatial quantification of lineage-specific differentiation of condensed mesenchyme progenitors of palatal bone.** Markers of osteogenic lineage induction included the earliest **a** osteogenic progenitors *Six2*, *Erg*, and *Bmp7*, then **b** pre-osteoblast markers *Runx2*, *Sp7*, and *Mmp13*, followed by **c** more mature, functional osteoblast markers *Ifitm5*, *Ibsp*, and *Spp1*; finally, **d** markers of osteocyte activity *Sost*, *Dmp1*, and *Phex*, increase at this stage, yet to a lesser extent than earlier markers. Notably, markers from all early osteogenic cell types (osteoprogenitors, pre-osteoblasts, and osteoblasts) demonstrated some expression at E14.5; however, all osteocyte conserved markers only appeared in substantial expression by E15.5.

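On the scale of log2 of UMIs plus 1 per spot, at the depth of each drawn section, the mean rose from E14.5 to E15.5 by a median of 2.76 over the 9 progenitor, pre-osteoblast and osteoblast markers and by a median of 1.246 over the 3 osteocyte markers. This scale carries the difference in depth between the sections. In CPM, the median fold was 1.34 over the 9 earlier markers and 1.88 over the 3 osteocyte markers, the latter being the value of Sost, which had 1 UMI at E14.5. On that scale 10 of the 12 markers had a fold above 1, of which 6 had an interval wholly above 1, and 0 had an interval wholly below 1. Over the areas of replicates 2, 3 and 4 the median fold was 1.582 over the earlier markers and 1.598 over the osteocyte markers, with 8 of the 12 intervals wholly above 1 and 3 wholly below 1.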

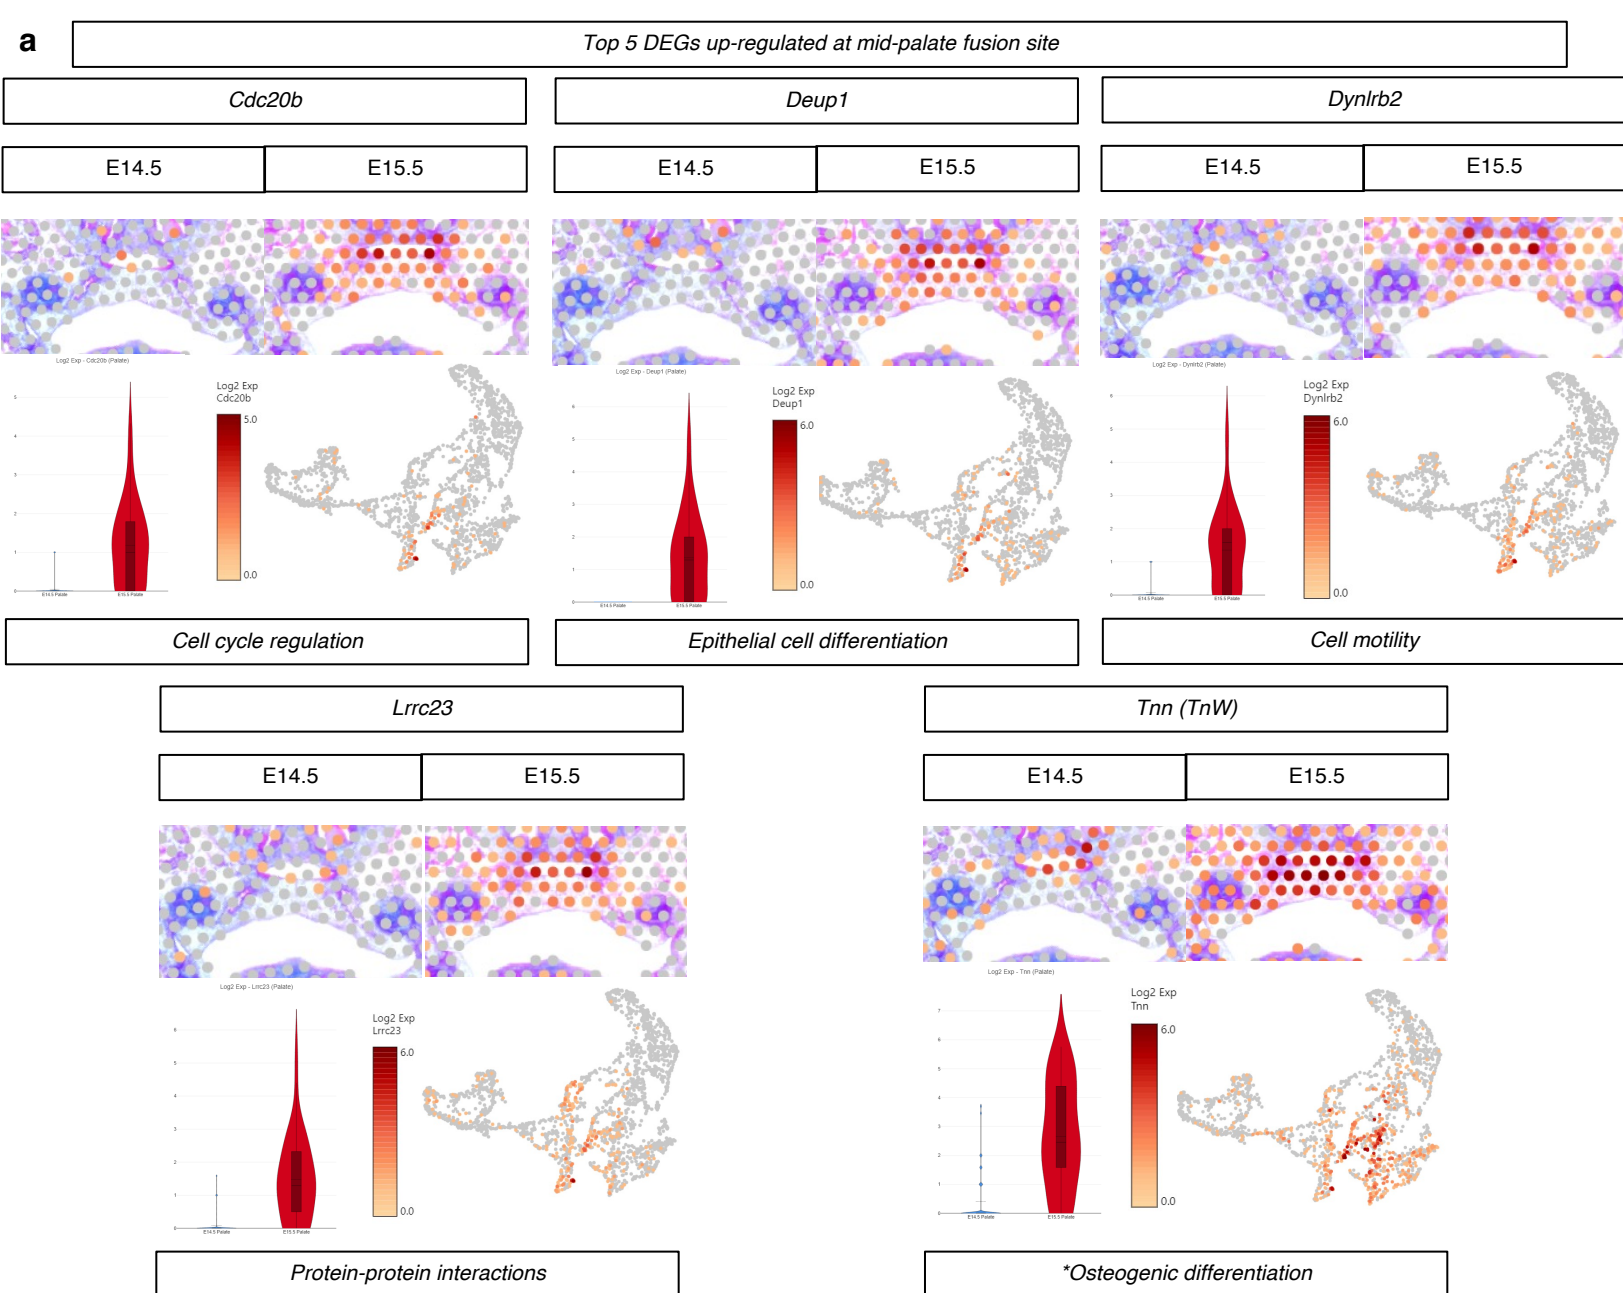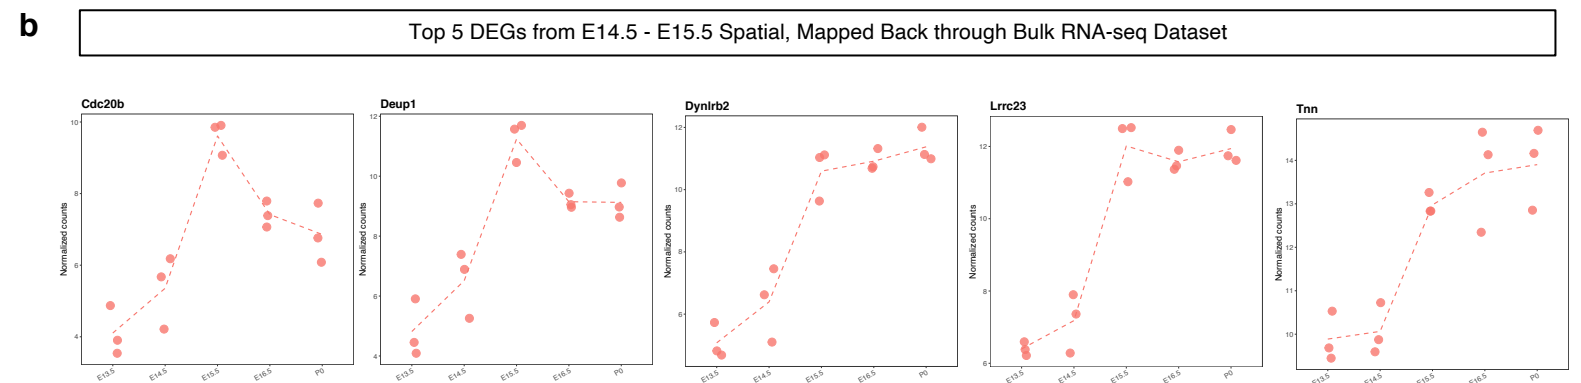

**Supp. Fig. 7. Spatial RNA-seq-derived novel marker genes differentially expressed at the stage of palatal fusion.** **a** Spatial *in vivo* expression, UMAPs, and violin plots from the top 5 marker genes from unbiased differential analysis of selective palate barcoding sequencing capture areas from E14.5 – E15.5 mid-palate coronal sections. **b** Gene plots from previously curated bulk RNA-seq analyses corroborate above spRNA-seq data, further evidence of the potential important functional roles for *Cdc20b*, *Deup1*, *Dynlrb2*, *Lrrc23*, and *Tnn* (aka *Tn-W*) in secondary palate development.

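Of the 47 palate spots drawn at E15.5, 70.2% had a UMI of Cdc20b, 63.8% of Deup1, 66.0% of Dynlrb2, 78.7% of Lrrc23 and 87.2% of Tnn. Of the 43 spots at E14.5, the shares were 4.65%, 0%, 6.98%, 6.98% and 20.9%. With each spot thinned to equal UMIs, the shares at E14.5 and E15.5 were 0.855% and 3.51% for Cdc20b, 0% and 5.05% for Deup1, 2.12% and 4.76% for Dynlrb2, 1.40% and 4.98% for Lrrc23, and 9.17% and 16.0% for Tnn. The difference of the thinned mean was above 0 in 140 to 173 of 200 draws for Cdc20b, Dynlrb2, Lrrc23 and Tnn. These draws cover the thinning only, and neither counting error nor the spread between sections, so they are no test of a difference between the stages. For Deup1, with 0 UMIs at E14.5, it cannot be below 0, so its draws test nothing.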

# Supplementary material for: Multimodal spatiotemporal transcriptomic resolution of embryonic palate osteogenesis
**Source:** Nat Commun. 2023 Sep 14;14:5687. doi: 10.1038/s41467-023-41349-9
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For each stage of analysis, 3 technical replicates and 3 biological replicates were included for sequencing. 1-4 ug of total RNA samples were purified with PolyA extraction, and then purified mRNAs were constructed to RNA-Seq libraries with specific barcodes using illumina TruSeq Stranded mRNA Library Prep Kit. All the RNA-Seq libraries were pooled together and sequenced using illumina NovaSeq to generate approximately ~40 million 2x100 paired-end reads for each sample. The raw data were demultiplexed and analyzed further. Raw sequence reads were processed using lcb-wf v1.9rc (lcb.github.io/lcb-wf/) according to the following steps: Raw sequence reads were trimmed with cutadapt v3.4 to remove any adapters while performing light quality trimming with parameters '-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -q 20 --minimum-length = 25.' |
| Data analysis   | Patterns of expression profile were computed and plotted using the function degPatterns from DEgreport v1.30.0 (R package version 1.30.3, <a href="http://lpantano.github.io/DEgreport/">http://lpantano.github.io/DEgreport/</a> ). Functional enrichment was performed for GO Biological Process, Cellular Component and Molecular Function using the ClusterProfiler v 4.2.0 function go.enrich. Detailed scripts of single-nucleus RNA-seq analysis can be found on the Cotney Lab GitHub ( <a href="https://github.com/emmawwinchester/mousepalate">https://github.com/emmawwinchester/mousepalate</a> ) and detailed methodology for bioinformatic analysis in the Methods section.                                                                                                                                                                                                                   |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All results and analysis data are available in the main text or the supplementary materials. Additional information and materials are available from the corresponding author upon reasonable request. All sequencing data reported in this paper are deposited in GEO under the SuperSeries GSE205449.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For each stage of analysis, 3 technical replicates and 3 biological replicates were included for sequencing, as described above. All in vivo validation experiments were performed in biological triplicate.

Data exclusions

No data were excluded

Replication

The use of technical and biological triplicate samples in the RNA-seq analysis allowed for verification of reproducibility of sequencing. Similarly, all quality control metrics were reported and validated at each step of the sequencing studies.

Randomization

All samples used in this study were of the same C57B6/J wild type background, thus, no randomization was necessary.

Blinding

Similar to above, no blinding was necessary given the uniform genetic background of each sample studied.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All samples used in this study were of the same C57B6/J wild type background. C57BL/6J mice were obtained from the Jackson Laboratory. Inbred strain of female C57BL/6 mice were utilized for all experiments. Healthy fertile male mice were mated with the same strain C57BL/6J female mice during sexual maturity (6-12 weeks of age). Timed pregnancies were conducted via vaginal plug identification, with day 0.5 indicating date of identification.

## Wild animals

N/A

## Reporting on sex

RNA samples collected from embryos used for analysis in this study included both female and male sex at each stage of analysis confirmed by marker gene profiling for sex-specific genes during development. No differential analyses were conducted between male vs female biological samples in these studies, as all pooled samples were mixed male and female sexes.

## Field-collected samples

N/A

## Ethics oversight

All animal procedures were approved by the National Institutes of Health, National Institute of Child Health and Human Development Animal Care and Use Committee (ACUC), under Animal Study Protocol (ASP) #21-031.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

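Gene expression was measured with Visium on formalin-fixed, paraffin-embedded coronal sections of wild-type mouse heads at E14.5 and E15.5. The data came from 4 capture areas, each a single library. Replicate 1 of each stage had a capture area with 1 section, and replicates 2, 3 and 4 of each stage shared a capture area with 3 sections. The authors deposited raw UMI counts per gene and spot with the spot positions, made with Space Ranger 1.3.1 for the replicate 1 areas and 2.0.0 for the others, without normalization. The probe set, the annotation and the genome build behind the counts are not named in the files. All 4 areas list the same 19465 genes by Ensembl identifier, of which 22 have a symbol that another gene shares, so genes were handled by identifier. Gene positions were taken from the GENCODE M21 annotation of GRCm38 by identifier and were used for no calculation.

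Spots over tissue were taken from the deposited tissue positions, which left out 19 barcodes off tissue. A further 12 tissue spots had no counts in the matrix. The remaining 6357 tissue spots were used without a further filter on UMIs or genes. Sections of an area were separated as connected groups of spots of at least 100 spots, touching sections were split by k-means on the coordinates, and 83 spots in smaller pieces belonged to no section. No doublet caller was run, since a spot can hold several cells. The median per spot was 6752 UMIs in the E14.5 replicate 1 section and 10037.5, 59411 and 65616 in the E14.5 sections A, B and C. It was 64051 in the E15.5 replicate 1 section and 38795, 43551 and 55499 in the E15.5 sections A, B and C. The E14.5 section shown in the paper was thus the shallowest, and values of low genes there rest on few UMIs.

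The palate of the 2 sections shown in the paper was read from the red spots of Fig. 5b laid over the array positions. In the other 6 sections it was carried over by an affine registration on 20 principal components of the 2000 most variable genes, computed without the genes the paper names and without the genes used to check the result. The registration searched within a window of 30 array units, of which 2 make a spot spacing, followed by a local step within 18 array units. The check used the palate mesenchyme genes Tbx22, Osr2, Meox2 and Shox2. Tbx22 had 0 UMIs in the palate spots of every section. Meox2 was not enriched in any section, with values between 0.37-fold and 1.26-fold and each lower 95% bound under 1. The rule that keeps a section therefore used Osr2 and Shox2. Both that rule and the local step were set after the data had been seen, the local step after maps that also showed Runx2 and Alpl. Before the local step, the E15.5 section B would have been left out by the same rule, with Osr2 enriched 1.04-fold (lower bound 0.93) and Shox2 0.81-fold (0.38), and section C would have been kept, with Osr2 enriched 1.12-fold (1.03). The local step left 14 of the 40 palate spots of section B and 12 of the 25 of the E14.5 section A where the first placement had them. Values of section B, on which the mediolateral position of Phex turns, therefore rest on the local step. Pax9, Msx1 and Barx1 were computed too and were no part of the rule. An earlier run that differed only in the rounding of an intermediate value kept the E15.5 section C, and its palate tests had been seen. The rule and the rounding were kept, section C was left out, and the values with it, those of the placement before the local step, and those without the E14.5 section A, where Msx1 was not enriched, are given as alternatives.

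UMIs were summed over the palate spots, and over all tissue spots, of each capture area. The stages were compared, 2 areas against 2, with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, its default filter on low counts) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.1. The alternatives were DESeq2 1.42.0, library size without TMM, no filter, at least 10 counts in every area, an adjusted p under 0.05, a test against a log2 fold change of 1, sections as samples, sections with the area as a random block in limma 3.58.1, counts thinned to the smallest total, the replicate number as a block, each replicate left out, and a palate region widened or narrowed by a layer of spots. The test was tried on simulated counts drawn from the real means, with log2 fold changes of at most 3 in 200 changed genes. Every gene had the same spread, the common dispersion of the data, so differences in spread between genes were left out. For palate sums of areas it recovered 69% of these with 14.8% of calls false over 12586 genes. It recovered 68.5% with 6.2% false for whole areas (15616 genes), 87.5% with 7.9% false for palate sums of sections (11568 genes) and 85% with 9.1% false for whole sections (14740 genes).

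For the sections shown in the paper, with 1 section per stage, ratios were taken on the log2 scale with 1 added to UMIs and to size factors, for genes with at least 50 UMIs over both selections. CPM is the UMIs of a gene scaled by all UMIs of a region. Intervals are exact 95% Poisson or binomial intervals, a fold against 0 UMIs was computed from 3 counts, with its exact lower bound beside it, and all of these cover counting error only. Positions within the palate and the share of neighbouring spots in the same cluster were computed per section with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, with Leiden clustering from igraph 0.11.9 and leidenalg 0.10.2 as an alternative, and plots with matplotlib 3.10.9. For the drawn ratios, the alternatives were other regions, no scaling, TMM factors, nothing added, and the areas of replicates 2, 3 and 4. For the clusters they were 6 and 15 clusters, each area alone, and each section left out, and for positions UMIs as counted, a widened region and each section left out. To compare spots at equal depth, each palate spot was thinned to 1200 UMIs in 200 draws, and each spot in the clustering to 1000 UMIs. Sections were compared by exact permutation or sign-flip tests.

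The mapping of samples, the planned tests and alternatives and the rule for named genes were fixed before the data were examined. The alternatives with the E15.5 section C, with the placement before the local step and without the E14.5 section A were chosen afterwards. So were the tests that are named as such below. The rule named every gene the paper names for the spatial experiment, the 5 genes with the largest ratio in each direction in the drawn palate, and the 5 genes with the largest log2 fold change in each direction among those past the threshold in a replicated test. Since 0 genes passed in the latter, it added none. Marker lists fixed before the data were examined were used for multiciliated epithelium, lens and muscle. Of the muscle list, Myh3, Tnnt1 and Myog were used, since Actc1 is not among the listed genes. The bulk, single-nucleus and RNAscope experiments of the paper were not analysed here.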

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

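The tests of chance, of X-linked partners and of RNA spread given here were chosen only after the Y-linked genes had been seen in the data. Of 25 groups of 4 sections tested for a section far from the others, 0 passed the critical value, where chance alone gives about 5%. The closest was Erg in the E14.5 section A, whose gap to the nearest other section was 0.828 of the range, just under that value.

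A signal in genes that the paper does not discuss was the presence of 4 Y-linked genes in every section. Ddx3y, Kdm5d, Uty and Eif2s3y together had 49343 UMIs over the 8 sections. Their sum was 162 CPM in the E14.5 replicate 1 section and 138.6, 167 and 156 CPM in the E14.5 sections A, B and C. At E15.5 it was 174 CPM in replicate 1 and 202, 201 and 209 CPM in the sections A, B and C. The lowest count of a single gene in a section was 105 UMIs, for Kdm5d in the E14.5 section A. In the section with the fewest UMIs of these genes, their sum was 427 times the limit that a count of 0 allows. The paper's reporting summary states that the embryos included both sexes at each stage and that pooled samples were mixed. Xist is not among the listed genes, so female tissue was not looked for.

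A candidate explanation is that each section holds male tissue. Against a chance draw of unrelated embryos, 8 embryos of 1 sex have a chance of 0.007812. That the probes caught only RNA of the X-linked partners (Ddx3x, Kdm5c, Kdm6a and Eif2s3x) was argued against by the ratios within a capture area, whose sections were hybridised together. Between the sections of the E14.5 area of replicates 2, 3 and 4, the Y-to-X ratio differed by 1.486-fold for Kdm5d (95% interval 1.198 to 1.858) and up to 2.93-fold for Eif2s3y. In the corresponding E15.5 area it differed beyond counting error for 3 of the 4 genes, while the interval for Uty, 1.087 (0.979 to 1.21), included 1. RNA spread from another section of the same area was argued against by the lowest rate, which was 0.831 of the highest within the E14.5 area and 0.962 within the E15.5 area. That several sections came from the same embryo, that the embryos were not drawn independently of sex, or that a section mixed tissue of both sexes stays open and was not tested, and the design names no sex, so no biological explanation was tested.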

How the results depend on the processing

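Values that include the E15.5 section C, alone or together with another alternative, the placement of the palate before the local step and the palate of the E14.5 section A left out were chosen only after the data had been seen. The other alternatives were planned. Changes below are given as values, and the cause was not tested except where stated.

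In the palate, 0 of 12589 genes passed the threshold and 568 had an unadjusted p under 0.05. The count was 11 of 12589 genes with DESeq2 (0 higher, 11 lower), 1 with library size only (Ttr), 120 of 16453 with no filter (32 higher, 88 lower) and 18 of 7526 with areas thinned to the smallest total (1 higher, 17 lower). It was 5 of 11561 with sections as samples in edgeR (Sgms2 higher, and Arhgef25, Tmem134, Hic1 and Ttr lower) and 2 with the area as a random block (Gpi1 higher and Arhgef25 lower). These genes were named after their values had been seen. It stayed at 0 with at least 10 counts in every area, an adjusted p under 0.05, the test against a log2 fold change of 1, the widened and the narrowed region, with section C, with the placement before the local step and with the E14.5 section A left out, where 112 to 779 genes had an unadjusted p under 0.05. Together with section C, the count was 80 of 16664 with no filter (10 higher, 70 lower), 1 with DESeq2 (Arhgef25 lower), 1 with thinned areas (Tnni1 lower), 2 with sections as samples in edgeR (Arhgef25 and Tmem134 lower) and 3 with the area as a random block (Gpi1 higher, Arhgef25 and Tmem134 lower). It was 0 with library size only, at least 10 counts in every area, an adjusted p under 0.05 and the test against a log2 fold change of 1, where 51 to 467 genes had an unadjusted p under 0.05. In whole sections 0 of 15609 genes passed, 930 at an unadjusted p under 0.05, against 28 with DESeq2 (15 higher, 13 lower) and 0 in the other 9 alternatives, where 76 to 3300 genes had an unadjusted p under 0.05. Without a replicate, 1 area was left per stage, so no genes were called.

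The stages share replicate numbers. The number goes with the Space Ranger version and with 1 or 3 sections per area, while neither the paper nor the labels name a litter, batch or day that a number marks. With 2 areas per stage the deviations of same-numbered areas had a correlation of -0.026 in the palate and 0.245 in whole sections. With the replicate block, 98 of 12589 palate genes passed (23 higher, 75 lower) and 0 of 15609 in whole sections (1651 at an unadjusted p under 0.05). Alpl passed in that fit with a log2 fold change of 1.27 and an edgeR adjusted p of 0.035, where its adjusted p ranged from 0.026 to 1.00 over the alternatives. With section C included, 0 of 12636 palate genes passed with the replicate block (277 at an unadjusted p under 0.05), and the adjusted p of Alpl was 0.999, or 0.203 with no filter.

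Of 107 alternative log2 fold changes of the Table 1 genes, Runx2, Alpl and Phex in the palate, 103 kept their direction and their side of the threshold and 2, both of Alpl, passed it. The other 2 reversed, Dynlrb2 to -0.33 with the region narrowed and Tnn to 0.20 with the placement before the local step. With section C and another alternative together, 65 of 66 kept both, and Tnn reversed to 0.013 with the replicate block. With each replicate left out, log2 fold changes ranged from 1.31 to 2.14 for Cdc20b, 0.53 to 5.50 for Deup1 (fitted against 0 counts in E14.5 replicate 1, so the upper value is no bound), 0.56 to 2.12 for Dynlrb2, 0.38 to 1.86 for Lrrc23, 0.78 to 0.99 for Runx2, 1.12 to 1.45 for Alpl and 0.49 to 1.45 for Phex. For Tnn the range was -0.80 without replicate 1 to 0.66 without replicates 2, 3 and 4. For Deup1, Dynlrb2 and Lrrc23 the lower value was without replicate 1 and lay within 1 SE of the value over all areas, and the upper value was that of the 2 sections shown. Phex was lowest without replicates 2, 3 and 4, and Cdc20b highest.

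Of 39 alternative ratios of Table 1 genes in the drawn palate, 24 stayed within counting error, 11 moved and 4 reversed. In the areas of replicates 2, 3 and 4 the log2 ratio was 0.563 for Deup1, 0.584 for Dynlrb2, 0.405 for Lrrc23 and -0.775 for Tnn. With section C added these were 0.098, 0.106, -0.037 and -0.43. With no scaling it was 5.122 for Dynlrb2, 4.919 for Lrrc23 and 3.912 for Tnn, a setting that carries the 10.9-fold difference in depth by its construction. With the region narrowed it was 1.823 for Deup1 and 3.137 for Tnn, which was 2.708 without the nasal-most row of spots and -0.259 with the region widened. Of 104 alternative ratios of other named genes, 61 stayed, 39 moved and 4 reversed. Reversals were counted for genes whose CPM interval in the drawn palate lay away from 1. They were Six2 at -0.921 in replicates 2, 3 and 4 and at -0.537 with section C, and Sp7 at -0.164 and Ibsp at -0.127 with the region widened. Genes whose interval included 1 changed sign as well. In replicates 2, 3 and 4 the log2 ratio was -0.995 for Bmp7, -0.54 for Erg and -0.30 for Sost, and with section C -0.81, -0.25 and -0.72. It was -0.20 for Ifitm5 and -0.44 for Mmp13 with the region widened, -0.61 for Erg and -1.08 for Mmp13 with it narrowed, -0.41 for Erg, -0.20 for Mmp13 and -0.17 for Sost without the nasal-most row, and -0.13 for Bmp7 and -0.03 for Erg with nothing added. The ratio of Spp1 stayed above 0, at 0.55 in replicates 2, 3 and 4 and 0.04 with section C, against 4.23. Widening also took the log2 ratio of Runx2 from 1.15 to 0.27 and of Alpl from 1.61 to 0.34, both still above 0. Narrowing moved most of these genes the other way, to 1.75 for Runx2, 3.57 for Alpl, 1.93 for Sp7, 1.99 for Ibsp, 1.66 for Ifitm5, 3.497 for Dmp1 and 1.19 for Phex.

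Depth limited the values per spot most. The rise of the mean log2 UMI of Runx2 was 3.111 with the region widened, 1.867 with UMIs scaled to the median spot total and 0.13 with spots thinned. For Alpl it was 3.076, 2.339 and 0.215, and for Phex 0.668 scaled and 0.013 thinned, while it stayed within counting error with the region widened.

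Of 9 alternative mediolateral differences 4 reversed. With UMIs as counted, Alpl lay at -0.0024 against Runx2, Phex at -0.0049 against Alpl and Phex at -0.0073 against Runx2, and with the region widened Phex lay at -0.0013 against Alpl. With each section left out the ranges were 0.0018 to 0.0112, -0.0136 to 0.0101 and -0.0082 to 0.0214, the latter pair negative only without section B. With section C they were 0.0064, 0.0029 and 0.0093 (exact sign-flip tests, p = 0.25 at the lowest). Of 24 alternative nasal-oral positions 23 stayed within the spread of sections, and Alpl moved to -0.023 with the region widened. With each section left out they ranged from 0.168 to 0.256 for Cdc20b, 0.184 to 0.304 for Deup1, 0.178 to 0.286 for Dynlrb2, 0.186 to 0.298 for Lrrc23, 0.0182 to 0.0737 for Tnn, 0.0041 to 0.0272 for Alpl, 0.0027 to 0.0347 for Runx2 and 0.180 to 0.275 for the 7 multiciliated markers.

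The stage difference in the share of neighbouring spots in the same cluster was 3.47 percentage points with 6 clusters, -1.4078 with 15 clusters, -0.4536 with Leiden clustering, -0.8583 with each area clustered alone and -2.9412 with spots thinned. It ranged from -1.0461 to 1.7487 over the 8 values that each left out 1 section, and was below 0 without the E14.5 replicate 1 section, the E14.5 section A or the E15.5 section C. The values that left out a section were not tested. For the other 5 alternatives exact permutation tests gave p between 0.20 and 0.771, so a direction was not detectable in them.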

Differences from the paper's values

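The comparison of markers by median was chosen only after the values had been seen, as was the use of the E15.5 section C.

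In Table 1 the paper gives a log2 ratio of 4.436 for Cdc20b, against 1.932 here (counting interval 0.615 to 5.57, which includes the paper's value). It gives 3.612 for Dynlrb2, against 2.024 (0.855 to 4.72, which includes it), and 3.415 for Lrrc23, against 1.82 (0.75 to 4.03, which includes it). For Tnn the paper's 3.232 lay outside the interval of 0.813 (0.359 to 1.39). For Deup1, with 0 UMIs at E14.5, the value of 4.13 here rests on the 1 that is added, and its interval has only a lower bound of 2.22, below the paper's 4.049. Of the alternatives set before the data were examined, no scaling gave 5.031 for Cdc20b, 5.122 for Dynlrb2, 4.919 for Lrrc23 and 3.912 for Tnn, each above the paper's value by less than 1.5 times, which is the measure of a difference used here. The values of Dynlrb2 and Lrrc23 without scaling lie about as far above the paper's as the scaled ones lie below it. For Deup1 no scaling gave 7.223. Tnn was also no longer counted as differing with the region narrowed, at 3.137, and without the nasal-most row of spots, at 2.708. For Cdc20b, Dynlrb2 and Lrrc23 none of the widened region, the narrowed region, the region without the nasal-most row, TMM factors, nothing added, or the areas of replicates 2, 3 and 4 came within 1.5 times the paper's value, and for Tnn none of the widened region, TMM factors, nothing added or those areas did.

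The paper lists these 5 genes as the top of its comparison. By the ratio computed here over 9672 genes, Deup1 ranked 6, Dynlrb2 101, Cdc20b 117, Lrrc23 143 and Tnn 1276. The paper gives Tnn as higher at E15.5, and in the areas of replicates 2, 3 and 4 it was lower, with 1108 UMIs at E14.5 and 587 at E15.5, a fold of 0.585 (95% interval 0.528 to 0.647).

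The paper states that osteogenic lineage markers rise significantly between the stages, after setting its bulk and spatial data side by side. It also reports single-nucleus and RNAscope results, and of these experiments only the spatial one was analysed here. Across capture areas 0 of 12589 genes passed an adjusted p of 0.1, with 568 at an unadjusted p under 0.05. The log2 fold change was 0.815 for Runx2, 1.175 for Alpl and 1.045 for Phex, each in the paper's direction. The edgeR adjusted p was 0.978 for Runx2, 0.960 for Alpl and 0.978 for Phex. The power of this test for changes of that size was not measured, so not passing does not contradict the paper's statement. Alpl passed with no filter on low counts (adjusted p 0.026) and with the replicate number as a block, in neither case when section C was included, and its adjusted p ranged up to 1.00 over the alternatives.

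The paper describes clusters as more regionalized at E15.5. The share of neighbouring spots in the same cluster was 71.9% at E14.5 and 72.5% at E15.5, higher by less than the spread between sections (exact permutation test, p = 0.771). The setting with the largest difference in the paper's direction was 6 clusters, with 76.99% and 80.46% (exact permutation test, p = 0.314).

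The paper places osteocytes lateral to osteoblasts and pre-osteoblasts at E15.5, with Phex, Alpl and Runx2 as their markers in Fig. 6. It also names Sost and Dmp1 as osteocyte markers. The mean differences of Phex from Alpl and from Runx2 over 3 sections were 0.0019 and 0.0080 of the palate width in that direction, smaller than their spread of 0.0269 and 0.0301 (SD), with exact sign-flip p = 1 and 0.75. With section C, chosen after seeing the values, they were 0.0029 and 0.0093. Dmp1 lay medial to Runx2 and Alpl in the drawn section and in section A, and lateral to both in section B. These differences of Dmp1 were not tested, so the comparison covers Phex only.

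The paper states that osteocyte markers reached substantial expression only by E15.5 and rose less than the earlier markers. In the E14.5 area of replicates 2, 3 and 4, Phex had 170 UMIs (39.2 CPM) and Dmp1 203 (46.8 CPM), and both were higher at E15.5 in these areas, with folds of 2.81 (2.35 to 3.38) and 1.60 (1.33 to 1.92). In the drawn sections the folds were 1.42 (0.727 to 3.18) and 5.49 (2.76 to 12.8). In CPM the median fold was 1.88 over the 3 osteocyte markers, of which Sost rests on 1 UMI at E14.5, and 1.34 over the 9 earlier ones. The medians in the areas of replicates 2, 3 and 4 were 1.598 and 1.582. On the scale of log2 of UMIs plus 1, at the depth of each section, the order was that of the paper, with median rises of 1.246 and 2.76.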

Other observations

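The tests of depth for Runx2, Alpl and Phex, of thinning toward the paper's legend values, of lens RNA, of interior spots for muscle markers, of the ratio of genes to markers by layer, and of counting error between pairs of areas were chosen only after the results had been seen.

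The mean log2 UMI per palate spot of Runx2, Alpl and Phex was higher at E15.5 in the drawn sections, which differed 10.9-fold in depth. Depth as the whole cause was argued against for Runx2 and Alpl by their CPM folds, the smaller of whose lower 95% bounds was 1.462. The criterion written for that test, a rise above 0 in every thinning draw, was not met, since it held in 186 of 200 draws for Runx2 and in 198 for Alpl, so the statement rests on the CPM folds. For Phex the CPM fold was 1.421 with an interval that included 1, so depth alone could account for its rise in the drawn sections. In the areas of replicates 2, 3 and 4, the CPM fold of Phex was 2.81 (2.35 to 3.38). A change with stage stays open for all 3 genes and was not separated from differences between embryos.

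Cdc20b, Deup1, Dynlrb2 and Lrrc23 summed had 9 UMIs at E14.5 and 583 at E15.5 in the drawn palate, a CPM fold of 6.09 (3.19 to 13.4). A larger share of nasal-side spots in the E15.5 selection, as the whole cause, was argued against by a fold of 2.133 (1.386 to 3.40) with the E15.5 region narrowed and the E14.5 region widened. More multiciliated cells at E15.5, with no change of the 4 genes within such cells, stays open. The 7 multiciliated markers rose 3.16-fold (1.87 to 5.83), and the 4 genes relative to these markers had a ratio of 1.924 (0.768 to 5.09), or 0.933 (0.489 to 1.75) with both regions widened, intervals that include 1. In the areas of replicates 2, 3 and 4 the fold of the 4 genes was 1.60 (1.45 to 1.76). For Deup1, Dynlrb2 and Lrrc23 it was 1.433 there (1.289 to 1.594) against 6.41 (3.09 to 16.0) in the drawn sections, so counting error as the cause of this gap was argued against. The share of spots at the nasal edge was not matched in the areas of replicates 2, 3 and 4. The edge layer held 11 of 25, 12 of 30 and 11 of 27 palate spots in the E14.5 sections A, B and C. In the E15.5 sections A and B it held 13 of 47 and 13 of 40. This share, differences between embryos and differences in the plane of section stay open as causes of the gap and were not tested.

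Deup1 and Lrrc23 had UMIs in palate spots away from the nasal edge at E15.5. A source in multiciliated cells of the nasal side, with no second source deeper in the palate, stays open. Over both E15.5 areas the odds of the 2 genes against the 7 markers were 1.06-fold (0.831 to 1.35) in deep spots over edge spots, at 0.81 (0.548 to 1.19) in replicate 1 and 1.26 (0.915 to 1.73) in replicates 2, 3 and 4. The sections of the latter went opposite ways, with 0.674 (0.321 to 1.35) in section A and 1.52 (1.046 to 2.20) in section B, which is above 1 beyond counting error. With the 5 markers left after Rsph1 and Tekt1 were taken out, the value was 1.005 over both areas and 1.18 (0.778 to 1.81) in section B. As 1 of 3 sections lay above 1, and only with the longer list, the odds do not decide on a second source. That the UMIs came from RNA of multiciliated cells in the same spot or spread from nearby spots cannot be told apart from expression in other cells by spots free of marker UMIs, since 0 of 47 and 0 of 87 E15.5 palate spots were free of them together with all their neighbours. At E14.5 there were 12 of 43 and 1 of 82 such spots.

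The values that the paper prints for Fig. 6b at E14.5 equalled those of the drawn spots in 7 of 8 cases, with a largest difference of 0.064. At E15.5, 0 of 9 were equal, and those of the drawn spots were higher in 8 cases and lower in 1, by at most 0.186. UMIs thinned before the paper's values were taken were argued against as an explanation. At a share kept of 0.97, chosen so that the mean of Runx2 is the paper's and after other shares had been looked at, 3 of the 8 other values lay within the thinning draws. A slightly different selection of spots stays open and was not tested. Other placements of the drawn spots on the array were also looked at.

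The largest ratios of E15.5 over E14.5 in the drawn palate were those of Cryaa (ENSMUSG00000024041, chromosome 17 from 31677807 to 31681733 of GRCm38), with 0 and 618 UMIs and 19.4-fold more CPM if 0 is taken as the limit of 3 counts (exact lower 95% bound 15.7), Cryga with 0 and 200 (6.27-fold, bound 5.05), Crybb1 with 0 and 197 (6.18-fold, bound 4.98), F3 with 0 and 180 (5.64-fold, bound 4.54) and Spp1. The paper does not report the first 4. Spread of RNA from lens tissue elsewhere on the capture area is a candidate source for the crystallin genes, from the lens list Cryaa, Cryba1 and Crygs. These had 1.295 CPM in the E14.5 replicate 1 area, where no spot had at least 1 percent of its UMIs in them. In tissue spots at least 10 spacings from any such lens spot, they had between 80.7 and 402 CPM in the sections of the other areas. The lowest value was that of the E15.5 section C, which holds 0 lens spots on an area with 66 and whose palate lies 21.7 spacings from the nearest. In the palate of the E14.5 sections A, B and C they had 137, 257 and 126 CPM, against 582 and 88.0 CPM in the E15.5 sections A and B and 197 CPM in the drawn E15.5 palate. Folds in the areas of replicates 2, 3 and 4 were above 1 as well, at 1.74 (1.57 to 1.92) for Cryaa, 3.63 (3.18 to 4.15) for Cryga, 2.40 (2.06 to 2.80) for Crybb1 and 1.26 (1.02 to 1.54) for F3, each below the exact bound in the drawn sections. Exchange of barcodes in sequencing stays open beside spread in the tissue. F3 is on no marker list, and its source was not tested.

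The smallest ratios were those of the muscle genes Casq2 (60 and 20 UMIs, log2 ratio -4.76), Mybph (68 and 27, -4.53), Ckm (53 and 27, -4.17), Tnnc2 (259 and 144, -4.07) and Smyd1 (51 and 29, -4.02). Muscle tissue touched by the edge of the E14.5 selection is a candidate explanation for part of the difference. The markers Myh3, Tnnt1 and Myog had 3.022-fold more CPM (2.144 to 4.39) in edge than in interior spots at E14.5, with 72.5% of their UMIs in 5 spots. At E15.5 the ratio was 1.674 (1.311 to 2.16). Over the whole selections these markers were at 0.0648-fold (0.0567 to 0.074) at E15.5 over E14.5. That the difference lies in the edge spots alone was argued against by the interior spots, where the markers had 640 CPM at E14.5 and 76.4 at E15.5, a fold of 0.1195 (0.0798 to 0.182). Spread of RNA from edge to interior spots was not separated from this. Folds in the areas of replicates 2, 3 and 4 were 0.476 (0.428 to 0.528) for Tnnc2, 0.520 (0.382 to 0.702) for Ckm and 0.537 (0.447 to 0.643) for Mybph, while those of Casq2, 0.799 (0.601 to 1.06), and Smyd1, 0.900 (0.711 to 1.14), had intervals that included 1. In the drawn sections the 5 folds were between 0.0314 and 0.0535. A change of muscle with stage stays open beside differences in the plane of section.

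On the first principal component of palate sums, which held 70.1% of the variance, the E14.5 replicate 1 area stood apart from the other 3, as it did for whole sections (57.8%). Its lower number of UMIs stays open as the reason. The distance to its nearest neighbour was 1.686 times the largest distance among the other 3 areas at own depth, and 1.037 times at equal depth. For whole sections the ratio went from 1.099 to 0.964.

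For tests with sections as samples, other splits into groups of the same sizes were counted. In the palate, 3 of the 35 splits of the 7 sections gave at least the 5 genes of the real split, the others giving 10 and 52. The split with 52 set the E14.5 section A with the E15.5 sections A and B against the rest. In whole sections the real split gave 0 genes (3300 at an unadjusted p under 0.05), so all 35 of 35 splits gave as many by construction, and this count tests nothing. The split of the replicate 1 sections with the E14.5 sections B and C gave 2539 genes. A grouping by chance therefore stays open for the palate count. Whether the 2539 genes follow a technical difference was not tested.

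In whole sections, which need no choice of region, the comparison of areas gave 0 of 15609 genes past the threshold and 930 with an unadjusted p under 0.05. The share of neighbouring spots in the same cluster, which was 0.58 percentage points higher at E15.5, differed by -2.9412 at equal UMIs per spot. As the difference at own depth was within the spread of sections, a part played by depth cannot be told apart from that spread.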
